# Parental high dietary arachidonic acid levels modulated the hepatic transcriptome of adult zebrafish (*Danio rerio*) progeny

**DOI:** 10.1371/journal.pone.0201278

**Published:** 2018-08-02

**Authors:** Anne-Catrin Adam, Kaja Helvik Skjærven, Paul Whatmore, Mari Moren, Kai Kristoffer Lie

## Abstract

Disproportionate high intake of n-6 polyunsaturated fatty acids (PUFAs) in the diet is considered as a major human health concern. The present study examines changes in the hepatic gene expression pattern of adult male zebrafish progeny associated with high levels of the n-6 PUFA arachidonic acid (ARA) in the parental diet. The parental generation (F_0_) was fed a diet which was either low (control) or high in ARA (high ARA). Progenies of both groups (F_1_) were given the control diet. No differences in body weight were found between the diet groups within adult stages of either F_0_ or F_1_ generation. Few differentially expressed genes were observed between the two dietary groups in the F_0_ in contrast to the F_1_ generation. Several links were found between the previous metabolic analysis of the parental fish and the gene expression analysis in their adult progeny. Main gene expression differences in the progeny were observed related to lipid and retinoid metabolism by PPARα/RXRα playing a central role in mediating changes to lipid and long-chain fatty acid metabolism. The enrichment of genes involved in *β-*oxidation observed in the progeny, corresponded to the increase in peroxisomal *β*-oxidative degradation of long-chain fatty acids in the parental fish metabolomics data. Similar links between the F_0_ and F_1_ generation were identified for the methionine cycle and transsulfuration pathway in the high ARA group. In addition, estrogen signalling was found to be affected by parental high dietary ARA levels, where gene expression was opposite directed in F_1_ compared to F_0_. This study shows that the dietary n-3/n-6 PUFA ratio can alter gene expression patterns in the adult progeny. Whether the effect is mediated by permanent epigenetic mechanisms regulating gene expression in developing gametes needs to be further investigated.

## Introduction

In today’s dietary pattern, we observe a selective decrease of n-3 polyunsaturated fatty acids (PUFAs) in favour of n-6 PUFAs. This results in a decreased n-3/n-6 PUFA ratio [1, 2]. Physiological effects of a decreasing n-3/n-6 PUFA ratio are diverse, but taken together, studies indicate that a disproportional high intake of n-6 PUFAs may contribute to health problems [3–7]. In the past decades, several studies have shown the benefit of increased n-3 PUFA levels in the diet [8, 9], and focus has been directed on n-3 PUFAs such as eicosapentaenoic acid (EPA, 20:5n-3) and docosahexaenoic acid (DHA, 22:6n-3). Arachidonic acid (ARA, 20:4n-6), an n-6 PUFA that competes for the same enzymes and therefore is interlinked, has been less studied. ARA and its derivatives, have vital roles in growth and various signalling cascades regulating inflammatory processes, bone metabolism and reproduction as observed in different species [10–14]. n-3 and n-6 PUFAs have the potential to change cellular phenotypes by changing membrane lipid composition and controlling gene expression through activating nuclear receptors [15–17]. In addition, n-3 and n-6 PUFAs can also affect DNA methylation patterns [18–20]. Recently, we demonstrated that high dietary ARA levels fed to zebrafish affected the levels of oxidized amino acids and lipids, and changed the immune-related eicosanoids and lipid metabolism [21]. More and more studies indicate that diet also affect following generations in terms of long-term health of the progeny [22–26]. Here, we investigate whether high ARA given to the parents’ generation can impact the progeny’s transcriptome. However, little is known about how changes in the parental dietary n-3 and n-6 PUFA composition impact the adult progeny.

The period of oocyte and spermatozoa maturation displays a sensitive window, where parental nutrition has metabolic influence on future fertilized eggs [27]. Another way that parental diet effects can be mediated is through transcripts deposited in the newly fertilized egg that regulate early embryonic development and thus determine future gene expression patterns, growth and physiology [28–31]. It has been shown in zebrafish that dietary micronutrient status of the parents can influence gene expression patterns of their embryos and livers of their adult offspring [32–34]. Furthermore, nutritional induced obesity of the parents has shown to affect fertility (egg production) and gene expression of zebrafish eggs [35]. Studies on different vertebrate species have demonstrated that the maternal dietary n-3 and n-6 PUFA profile influenced oocyte composition, embryonic development and health of progeny [9, 36–39]. In teleost, dietary n-3 and n-6 PUFA composition was found to affect oocytes and reproductive performance [40–44], but little is known about the changes in gene expression profiles in adult progeny.

Zebrafish (*Danio rerio*), a tropical freshwater teleost fish, is an acknowledged vertebrate model organism. It has been widely used in research to increase our understanding of gene function and the importance of nutrition in outcomes related to development, health and disease in vertebrates [45–52]. In the present study, we fed parental zebrafish either a control diet (low in ARA) or a diet high in ARA, whereas progeny from both dietary groups were fed the control diet until adulthood. We wanted to investigate the impact of parental high dietary ARA levels on transcriptomic patterns in adult progeny.

## Materials and methods

### Ethical considerations

This zebrafish feeding trial was conducted in accordance with the Norwegian Animal Research Authority and approved by the Norwegian Food Safety Authority (division no. 54, reference 2012/145126) according to the current Regulation on Animal Experimentation (FOR 1996-01-15 no. 23).

### Feeding trial and zebrafish husbandry

Standardized operating procedures for mating, handling and feeding for both F_0_ and F_1_ generation of wildtype AB zebrafish (*Danio rerio*) has previously been reported [32]. Briefly, F_0_ embryos were collected randomly and larvae were fed with Gemma micro^®^ (Skretting, Stavanger, Norway) as a start feed from 5 days post fertilization (DPF) and *Artemia* nauplii (Silver Star *Artemia*, Salt Lake, USA) from 7 DPF until 26 DPF (Fig 1). The experimental diets were given twice a day from 27 DPF onwards. Control and high ARA diet composition can be found in S1 File [21]. Progeny (F_1_ generation), from both parental diet groups, were fed as the F_0_ control fish with the experimental control diet from 27 DPF until sampling. Fish were kept in 10 gender mixed tanks (containing 60 fish each until 44 DPF and thereafter reduced to 20 fish each) per diet group. All fish were kept under steadily monitored standard conditions with 28±1°C, 14 h light-10 h dark period, conductivity of 500 μS, 6 ppm (mg/L) dissolved oxygen and pH 7.5 in tanks in a reverse osmosis water treatment system (Aquatic Habitats^®^ recirculation system, MBKI Ltd, Calverton, GBR). F_0_ generation was mated at 97 DPF.

**Fig 1:**
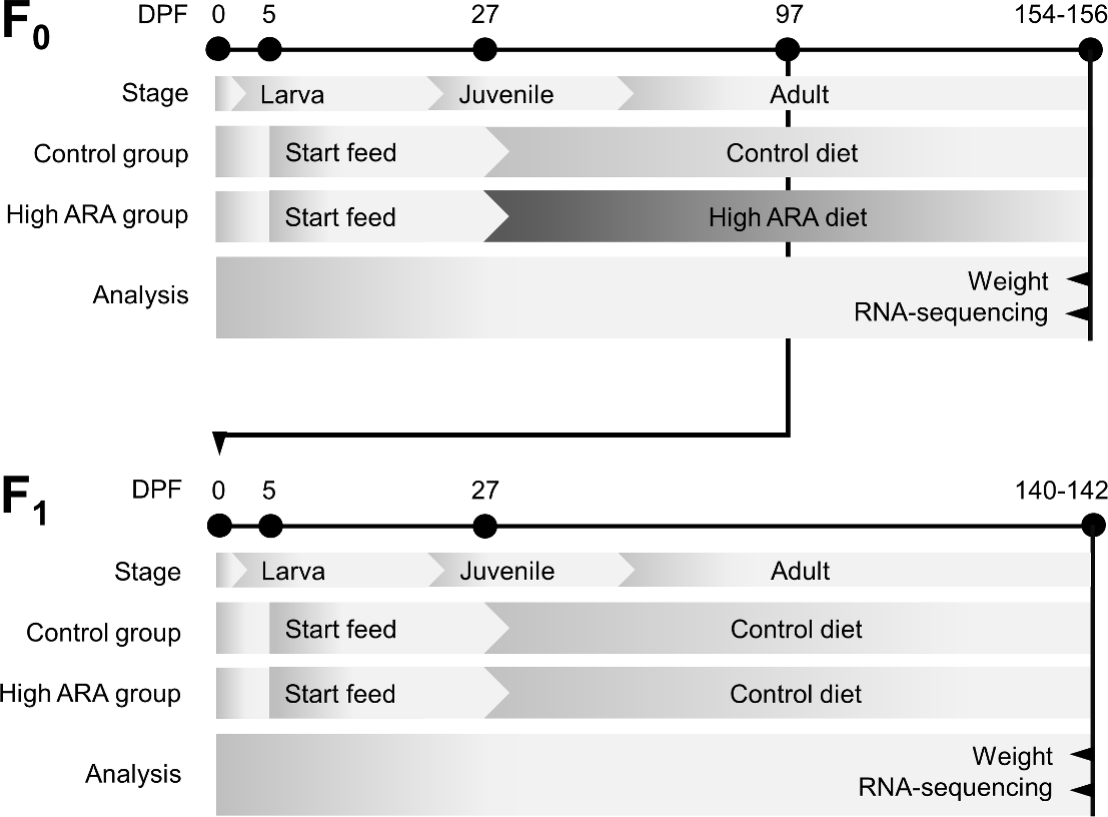
Experimental design of the transgenerational zebrafish feeding trial. F_0_ zebrafish from both control and high ARA group were fed a start feed containing Gemma micro^®^ and *Artemia* nauplii from 5 DPF until 26 DPF. The two experimental groups were given either a control or high ARA diet from 27 DPF onwards until sampling. F_0_ fish were mated at 97 DPF to produce F_1_ generation. Both groups in the F_1_ generation were fed the control diet from 27 DPF until sampling. F_0_ and F_1_ body weight (grams) and liver tissue sampling for transcriptome analysis (RNA-sequencing) were performed at 154–156 DPF (F_0_) and 140–142 DPF (F_1_).

### Liver sampling and RNA extraction

Prior to dissection, fish were deprived of food for 18 h, anesthetized with 0.05% Tricaine Methane Sulphonate (PHARMAQ AS, Oslo, Norway), blotted dry on tissue paper prior to weighing, euthanized by cutting the cardinal vein and the liver was dissected subsequently. Livers were sampled in random order between 154–156 DPF (F_0_) and 140–142 DPF (F_1_) due to simultaneous sampling for other analyses connected to this trial. Six biological replicates representing six different tanks for each of the dietary groups, of which each replicate is a pool of six male livers from one tank. Livers were briefly rinsed in 1x PBS, snap frozen with liquid nitrogen and stored at -80°C for transcriptome analysis (RNA-sequencing). Total RNA was extracted using QIAzol Lysis Reagent (Qiagen, Hilden, Germany) and RNA samples were DNase treated with the Ambion^TM^ DNA-*free*^TM^ DNA Removal Kit (Invitrogen, Thermo Fisher Scientific, Waltham, USA) in order to avoid remaining genomic DNA. RNA quantity was verified using NanoDrop^®^ ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, USA). RNA integrity (RIN) was determined using an Agilent 2100 Bioanalyser (RNA 6000 Nano LabChip kit, Agilent Technologies, Santa Clara, USA). RIN values were on average 9.06±0.39.

### RNA high-throughput sequencing and data processing

The Norwegian Sequencing Centre (NSC) performed RNA-sequencing (RNA-seq) and library preparation using TruSeq^TM^ Stranded mRNA Library Prep Kit (Illumina, Inc, San Diego, USA). Libraries were sequenced on the NextSeq500 platform (Illumina, Inc, San Diego, USA) to generate single-end 75bp reads. Sequence quality was assessed using FastQC v0.11.5. Finding high quality (Phred scores almost universally above 30) and close to zero adapter contamination on the raw reads, we decided that mapping untrimmed reads to the genome was the optimal strategy, instead allowing the mapping software to exclude errors through discarded mismatches [53]. An average of 10 047 201 reads per sample were mapped to the GRCz10 (Genome Reference Consortium Zebrafish Build 10) assembly based on both RefSeq (GCF 000002035.5 GRCz10) and Ensembl [54] using the default parameters of HISAT2 [55] resulting in an average of 76.29% of reads unambiguously assigned to RefSeq genes and 82.22% of reads unambiguously assigned to Ensembl genes. Read counts per gene were quantified using featureCounts [56] and pre-filtered to exclude combined mean read counts smaller than 10.

### Bioinformatic analysis

Differential gene expression was estimated using DESeq2 [57]. By default, internal normalization was performed to correct for variable sequencing depth and library size. Wald-test was used for significance testing and Benjamini-Hochberg for p-value false discovery correction (adjusted p). DESeq2 analysis and visualisation of data were performed in R (http://cran.rproject.org/). Mapping against different reference genomes can produce variable expression values and differentially expressed genes (DEGs) identified [58]. The annotated DEG lists from both RefSeq and Ensembl reference genomes are given in S1–S8 Tables. However, enrichment and downstream analyses were based on concordant DEGs between both reference genome annotations (S9–S12 Tables). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [59] and are accessible through GEO Series accession number GSE104692 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104692).

Concordant gene symbols of DEGs (adjusted p-value<0.05) of F_1_ generation were sent to Ingenuity^®^ Pathway Analysis software suite (IPA^®^, Ingenuity Systems, Qiagen, Redwood City, USA) for downstream analysis. DEGs with corresponding adjusted p-value and log2 fold change (log2FC) were imported into IPA^®^ as human orthologues (S13 Table). An overlap p-value (right-tailed Fisher`s Exact test, p<0.05) and an activation z-score for the correlation between the imported RNA-seq dataset and the Ingenuity^®^ Knowledge Base is calculated. IPA^®^ integrates direct DEG changes to predict an upregulation or downregulation of canonical pathways and biological functions in F_1_ high ARA livers using z-scores. DEGs from the comparison of both control groups and both high ARA groups between the generations were used for functional annotation for KEGG pathways and GO terms by over-representation testing using the R package ‘clusterProfiler’ [60] (S14 Table).

### Validation of RNA-sequencing by RT-qPCR

Reverse transcription followed by quantitative real-time PCR (RT-qPCR) was performed as previously described [61] for validating the RNA-seq data. Reverse transcription and PCR of standard curve and individual samples was run with the Gene Amp 9700 PCR machine (Applied Biosystems, Foster City, USA). Real-time RT-qPCR was performed starting with a 5 min template incubation and denaturation step at 95°C, followed by 45 cycles divided in 10 s denaturation at 95°C, 10 s annealing at 60°C and 10 s synthesis at 72°C using the CFX384 Touch™ Real-Time PCR Detection System (Bio-Rad Laboratories, Inc., Hercules, USA) with the LightCycler^®^ 480 SYBR Green I Master kit (Roche Applied Science, Penzberg, Germany). Samples were amplified in triplicates and the mean was used for further calculations. Normalised expression of target genes was determined using the geNorm algorithm [62] based on the geometric mean of 3 reference genes: *eef1a1I1* (Eukaryotic translation elongation factor 1 alpha 1, like 1) [34], *tuba1c* (Tubulin, alpha 1c) [63] and *actb1* (Actin, beta 1) (S2 File). We investigated gene transcription for *fasn* (Fatty acid synthase), *mat1a* (Methionine adenosyltransferase I, alpha), *cbsb* (Cystathionine-beta-synthase b) and *vtg5* (Vitellogenin 5) that were selected among the differentially expressed genes in F_1_ livers from the RNA-seq analysis.

### Statistical analysis

Differences in body weight between the dietary groups are presented as mean with standard deviation (SD) and an unpaired, two-tailed *t-*test was used for significance testing (p-value<0.05). For validation of the RNA-seq results by real-time RT-qPCR, gene expression was tested for group differences using an unpaired, two-tailed, non-parametric *t*-test (S2 File). Statistical significance analysis of F_0_ and F_1_ body mass and RT-qPCR gene expression results was performed with GraphPad Prism 6 software (GraphPad Software, Inc, San Diego, USA).

## Results

### Body weight of F_0_ and F_1_ zebrafish

We observed no changes in body weight between the diet groups in both F_0_ and F_1_ generation (Table 1).

**Table 1:** Body weight of F_0_ zebrafish and their progeny (F_1_).

	Control (g)			High ARA (g)			
	Mean	SD	n ^1^	Mean	SD	n^1^	p ^2^
F_0_ fish (154–156 DPF)	0.44	0.05	36	0.42	0.06	36	0.19
F_1_ fish (140–142 DPF)	0.35	0.04	36	0.34	0.06	35	0.40

Fish age is given in days post fertilization (DPF).

^1^ n are individual fish originated from six tanks.

^2^ An unpaired, two-tailed *t*-test (GraphPad) was used for significance testing (p<0.05).

### Liver gene expression patterns

Principal component analysis (Fig 2) and volcano plot comparison (Fig 3) showed a clear separation between the dietary groups in F_1_. This was not as clear for the F_0_ generation. It also shows a clear separation based on generation (F_0_ vs F_1_), even between the control groups.

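Liver RNA of male zebrafish was sequenced in 24 libraries, with 6 libraries in each of 4 groups (F0 control, F0 high ARA, F1 control and F1 high ARA). Each library was a pool of 6 livers from one tank, so a tank is the replicate. F0 fish were sampled at 154 to 156 days post fertilization and F1 fish at 140 to 142 days, so that age and generation differed together. The authors mapped the reads with HISAT2, counted them per gene with featureCounts for the Ensembl and the RefSeq annotation of GRCz10, and deposited these counts without normalization. The total count on Ensembl genes ranged from 5608588 to 15659321 in F0 control (median 8721951) and from 5973529 to 11646711 in F0 high ARA (median 7262293). In F1 control it ranged from 5144880 to 8493413 (median 5668222), below every F1 high ARA library, where it ranged from 8636978 to 11800367 (median 9857580). The mean total over the 24 libraries was 8259066 for Ensembl and 7665631 for RefSeq, or 82.2% and 76.3% of the mean number of mapped reads that the paper states. The paper gives 82.22% and 76.29% of reads as assigned to genes. All values given here use the counts on genes. Each comparison was fitted on its own 12 libraries with edgeR's quasi-likelihood test and TMM normalization, on genes with a mean count of at least 10. A gene was called as a differentially expressed gene (DEG) when its Benjamini-Hochberg adjusted p was under 0.05 in both annotations with the same sign. Genes of both annotations were joined by symbol, which was possible for 10505 of the 11974 Ensembl genes with a mean count of at least 10 over the 24 libraries, and genes that could not be joined could not be called.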

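In the 500 most variable genes of the RefSeq counts (log2 CPM with TMM normalization), the first component held 48.5% of the variance and the second 8.89%. Libraries of the 2 F1 groups lay farther from each other than from libraries of their own group by a mean Euclidean distance of 5.70, beside a mean distance of 37.4 within the groups (two-sided exact permutation test over the 924 assignments, p = 0.00433, adjusted p = 0.00866 over the 6 pairs of groups). The groups parted on the second component, where F1 control was at 13.4 ± 3.86 (SD, n = 6) and F1 high ARA at 2.48 ± 3.16 (SD, n = 6; exact permutation p = 0.00216, the smallest that 6 against 6 allow, adjusted p = 0.00972 over the 18 comparisons of 3 components and 6 pairs of groups), and on the third (exact permutation p = 0.00433, adjusted p = 0.00974). On the first component the means were -3.12 ± 20.6 and -16.3 ± 5.69 (SD, n = 6 each), a difference within the spread between libraries (exact permutation p = 0.169, adjusted p = 0.277). With all genes passing the low-count filter, the mean distance between the F1 groups exceeded that within them by 7.72 (exact permutation p = 0.00216).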

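Between F0 control and F0 high ARA, libraries of different diet groups lay no farther apart than libraries of one group. The mean distance between the groups was below that within them, with a difference of -2.17 beside a mean of 47.4 within groups (two-sided exact permutation test, p = 0.491, the adjusted p being 0.491 as well). On the second component F0 control was at -9.11 ± 6.83 (SD, n = 6) and F0 high ARA at -6.81 ± 4.06 (SD, n = 6), with an exact permutation p of 0.494. The enterocyte score of a library is the mean log2 CPM of a list of transcripts typical of intestinal absorptive cells. The difference in distance took the other sign, 0.775, when genes that follow the enterocyte score were left out, a setting chosen after seeing the data, and the exact permutation p was then 0.221.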

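The generations parted on the second component, both for the control groups (exact permutation p = 0.00216) and for the high ARA groups (exact permutation p = 0.00433), and each F1 control library had a value above each F0 control library. Over the whole distance in the 500 genes, the high ARA groups of both generations were farther apart than libraries within a group by 9.33 (exact permutation p = 0.00433). For the control groups the difference was 4.01, within the spread between libraries (exact permutation p = 0.104, adjusted p = 0.125 over the 6 pairs). It became 6.99 with all genes that passed the low-count filter (exact permutation p = 0.013, adjusted p = 0.0156).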

**Fig 2:**
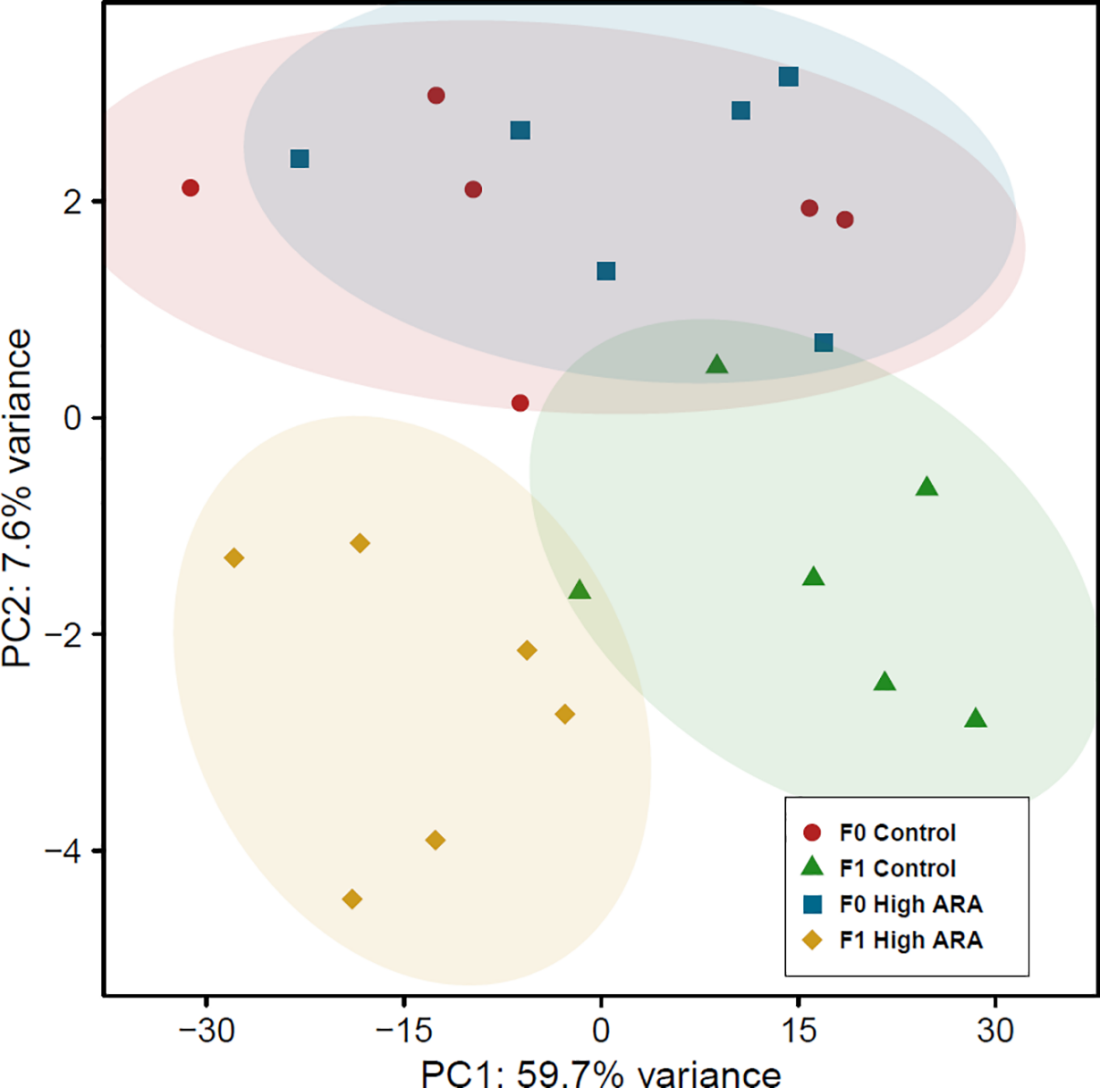
Principal component analysis of RNA-sequencing data from male livers in F_0_ generation fed either a control or high ARA diet and their F_1_ progeny fed the control diet. The plot displays high similarity in the transcriptome of F_0_ control and high ARA livers compared to clearer separation in gene expression patterns between the F_1_ diet groups. The magnitude of variation between replicates within a diet group were similar among all groups. Plot shows data underlying log-transformed read counts based on RefSeq reference genome mapping.

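The mean distance of a library to the centre of its group, in log2 CPM of the 500 most variable genes, was 33.5 ± 4.81 in F0 control (SD, n = 6) and 29.4 ± 6.35 in F0 high ARA (SD, n = 6). In F1 control it was 28.6 ± 3.11 (SD, n = 6) and in F1 high ARA 20.2 ± 1.11 (SD, n = 6). The range of the 4 group means was larger than expected from shuffled group labels (permutation test, p = 0.00015). With all genes that passed the low-count filter the means ran from 41.6 in F1 high ARA to 50.6 in F0 control (permutation test, p = 0.00665). Without the 175 of the 500 genes that follow the enterocyte score, which itself follows the first component, the means were between 19.98 and 21.5 (permutation test, p = 0.647), in a setting chosen after seeing the data.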

**Fig 3:**
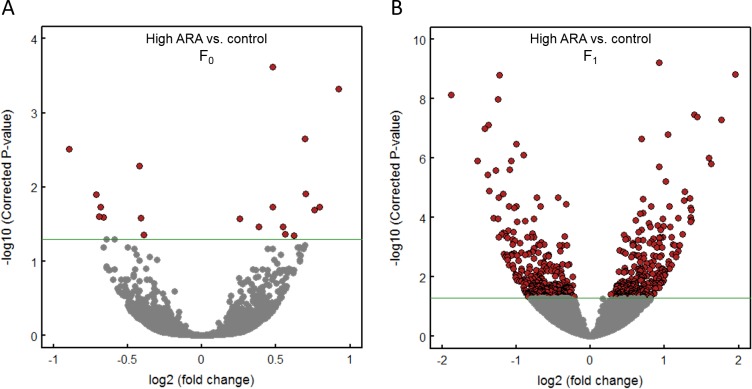
Volcano plot of RNA-sequencing data from male livers in F_0_ generation fed either a control or high ARA diet and their F_1_ progeny where both groups received the control diet. Presented data represents overlapping genes from both RefSeq and Ensembl reference genome mapping (GRCz10). Red spots represent differentially expressed genes (DEGs) between control and high ARA group in F_0_ (**A**) and F_1_ (**B**) generation. The green line denoted the significance threshold (adjusted p<0.05) for DEGs.

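Between F0 high ARA and F0 control no gene was called in both annotations. At an unadjusted p under 0.05 there were 906 of 12194 Ensembl genes and 939 of 12490 RefSeq genes, 703 of them in both, and the smallest adjusted p from edgeR's quasi-likelihood test was 0.0644 for Ensembl and 0.0945 for RefSeq. Between F1 high ARA and F1 control 162 genes were called in both annotations, 82 higher and 80 lower in high ARA. The Ensembl counts alone gave 226 of 11690 genes and the RefSeq counts alone 209 of 11955. The choice of test moved these counts most. DESeq2's Wald test with a normal prior on the fold change gave 22 genes in F0 and 465 in F1, among them all 162, and without the prior it gave 23 and 471. When libraries were scaled by their totals only, 157 genes were called in F1 and 70.1% of them were higher in high ARA, against 50.6% with TMM. That scaling moved the median log2 fold change of all genes to 0.128. Without F1 control replicate 8 the F1 count was 63, the lowest of 12 fits that each left out one library, and without F1 high ARA replicate 18 it was 226, the highest. The 3 called genes with an assigned symbol and the smallest p were *lxn*, *sh3bgrl* and *rsad2*, all lower in F1 high ARA. *lxn* (ENSDARG00000043102, chromosome 15, 1220620 to 1238131) was at 12.9 ± 2.27 CPM in high ARA and 28.5 ± 2.78 CPM in control (SD, n = 6 each), with a log2 fold change of -1.15 (SE 0.124, adjusted p = 0.000277). It overlaps *gfm1* on the other strand. For *sh3bgrl* the log2 fold change was -1.40 (SE 0.152, adjusted p = 0.000277), and for *rsad2* it was -1.44 (SE 0.197, adjusted p = 0.00353).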

We found 20 DEGs between control and high ARA (adjusted p<0.05) in F_0_ generation (Fig 3A and S3 File) and 470 DEGs in F_1_ generation (Fig 3B and S3 File). 

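Between F1 control and F0 control 203 genes were called in both annotations, 68 higher and 135 lower in F1, out of 275 Ensembl and 241 RefSeq calls. Between F1 high ARA and F0 high ARA 1778 genes were called, 927 higher and 851 lower in F1, out of 2058 Ensembl and 2160 RefSeq calls. The counts were 458 and 2096 with DESeq2's Wald test and a normal prior. One surrogate variable as a covariate lowered the high ARA count to 894, and the control count fell to 82 when F1 control replicate 10 was left out. In the control groups the genes with the smallest p were *pglyrp2*, *tns2b* and *txnipa*. *pglyrp2* (ENSDARG00000062998, chromosome 6) was higher in F1 with a log2 fold change of 0.99 (SE 0.107, adjusted p = 0.00147 from edgeR's quasi-likelihood test). The log2 fold change of *tns2b* was -4.12 (SE 0.462, adjusted p = 0.00147) and that of *txnipa* -1.10 (SE 0.139, adjusted p = 0.00308), so both were lower in F1. In the high ARA groups they were *fdx1*, *ftsj3* and *ttc27*, all higher in F1. The log2 fold change of *fdx1* (ENSDARG00000056410, chromosome 9) was 1.92 (SE 0.159), that of *ftsj3* 1.28 (SE 0.112) and that of *ttc27* 1.55 (SE 0.136), each with an adjusted p of 3.09e-05. For all of these genes the 6 libraries of one group lay on one side of the 6 of the other (exact permutation p = 0.00216).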

Comparing F_0_ and F_1_ generation, 428 and 1987 DEGs were found to be differentially expressed between F_0_ and F_1_ control (S3 and S4 File) and between F_0_ and F_1_ high ARA groups (S3 and S4 Files), respectively.

#### ARA induced modulation of the parental (F_0_) liver transcriptome

No functional enrichment analysis was performed due to low DEG count in F_0_ generation. However, among the 20 DEGs (S9 Table), we found two affected genes relevant for lipid metabolism: *ncoa3* (nuclear receptor coactivator 3) involved in co-activation of different nuclear receptors like retinoid x receptors (RXRs) and peroxisome proliferator-activated receptors (PPARs), and *bbox1* (gamma-butyrobetaine hydroxylase 1) involved in the biosynthesis of carnitine, which is essential for fatty acid supply in *β*-oxidation.

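*ncoa3* (ENSDARG00000077404, chromosome 11, 18450079 to 18537227) was at 37.8 ± 5.51 CPM in F0 high ARA and 26.1 ± 2.98 CPM in F0 control (SD, n = 6 each). Its log2 fold change was 0.53 (SE 0.112), and the adjusted p of 0.36 from edgeR's quasi-likelihood test was not under the threshold. *bbox1* (ENSDARG00000036135, chromosome 7, 34025639 to 34041282) was at 112.3 ± 8.18 and 78.3 ± 9.50 CPM (SD, n = 6 each), a log2 fold change of 0.52 (SE 0.096, adjusted p = 0.263). For both genes all 6 high ARA libraries lay above all 6 control libraries (two-sided exact permutation test, p = 0.00216). With DESeq2's Wald test and a normal prior the adjusted p was 0.0206 for *ncoa3* and 0.000421 for *bbox1*. Over the alternatives that kept all libraries, the adjusted p ranged from 0.0206 to 0.364 for *ncoa3* and from 0.000414 to 0.437 for *bbox1*. It reached 0.553 for both without F0 high ARA replicate 18. With each library left out in turn, the log2 fold change was between 0.461 and 0.577 for *ncoa3* and between 0.479 and 0.566 for *bbox1*. The RefSeq counts gave log2 fold changes of 0.525 and 0.49, where the paper's S9 Table gives 0.474 and 0.468.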

#### ARA induced modulation of the progeny (F_1_) liver transcriptome

DEGs (adjusted p<0.05) from F_1_ generation were sent to downstream analysis using IPA^®^ (S13 Table). Parental high ARA diet was associated with differential expression of a diverse set of genes clustering in several canonical pathways of which ‘eIF2 signalling pathway’ was predicted to be the most significantly downregulated pathway (Table 2).

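Ribosomal protein genes make up most of the genes that the paper lists under this pathway. A set of 80 genes was formed from symbols that start with rpl or rps followed by a digit. Names that start with rps6k or end in bp1 or ip1 were left out. The set was chosen by symbol and not from these samples, and 79 of its genes were tested in F1. Their median log2 fold change was -0.29 (quartiles -0.338 and -0.25), where that of all genes was 0.005, and 77 of the 79 were lower in high ARA. None of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test, while 68 had an unadjusted p under 0.05. The set was shifted according to camera with a preset correlation between genes (p = 2.57e-21), and fry gave p = 0.00849, but with the correlation estimated from the data, 0.831, camera gave p = 0.149. Leaving out one library at a time moved the median between -0.33 and -0.23. For the 20 ribosomal protein genes of the paper's list the median was -0.357. The same set had a median of -0.101 in F0 high ARA against F0 control (camera p = 3.81e-06 with the preset correlation and 0.442 with the estimated one, fry p = 0.209), and the difference between the diet effects in the 2 generations, -0.181, had a fry p of 0.127. From the list of DEGs and their signs, the paper reports a predicted downregulation of eIF2 signalling.

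**Figure D1:**
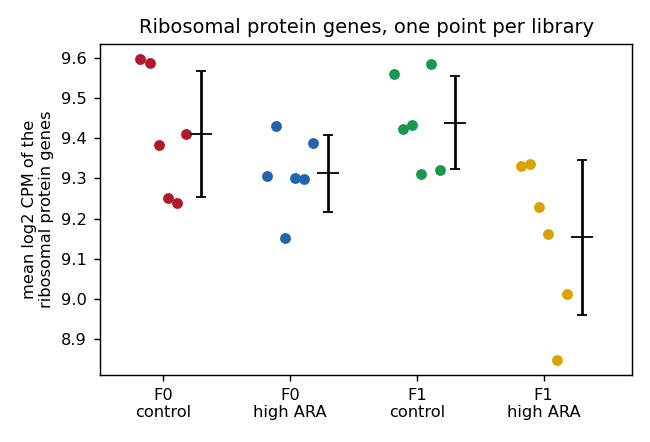
Mean log2 CPM of the ribosomal protein genes in each library of the 4 groups (points), with the group mean and SD beside them. F1 high ARA lies below F1 control by a mean of 0.286 on the log2 scale.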

**Table 2:** Significant canonical pathways associated with DEGs from F_1_ high ARA livers proposed by IPA^®^.

Canonical Pathways	p-value	z-score^1^	Gene symbols ^2^
**EIF2 Signaling**	3.98E-13	-2.887	RPL32,RPL11,RPL36A,RPS27,RPS8,RPS18,RPL29,EIF4G3,EIF2S1,XIAP,RPS28,RPS7,RPS26,SREBF1,RPL19,RPL21,RPL5,RPS25,RPS15A,RPS2,RPL36,RPS17,RPL18,RPL38
**LXR/RXR Activation**	5.13E-03	-2.000	APOB,C3,SREBF1,FASN,ACACA,SERPINA1,RXRA
**Neuropathic Pain Signaling In Dorsal Horn Neurons**	4.47E-02	-1.342	PLCD3,PLCE1,PRKCQ,PRKAG2,GRM6
**Melatonin Signaling**	3.80E-02	-1.000	PLCD3,PLCE1,PRKCQ,PRKAG2
**PPARα/RXRα Activation**	3.31E-03	0.447	PLCD3,PLCE1,GPD1,HELZ2,ACOX1,FASN,PRKAG2,RXRA,ADIPOR1
**LPS/IL-1 Mediated Inhibition of RXR Function**	3.89E-04	0.447	ALDH1L1,SCARB1,CYP3A4,SREBF1,ACOX1,SULT1A1,ALDH1A2,SULT1A3/SULT1A4,FABP7,GSTA1,RXRA,FMO5
**Sperm Motility**	2.82E-02	-0.447	PLCD3,PLCE1,PRKCQ,CACNA1H,PRKAG2,PDE4B
**Regulation of eIF4 and p70S6K Signaling**	2.63E-06		ITGB1,RPS27,RPS8,RPS18,EIF4G3,EIF2S1,RPS28,RPS7,RPS26,RPS25,RPS15A,RPS2,RPS17
**mTOR Signaling**	7.76E-06		RPS28,RPS7,DGKZ,PRKCQ,RPS26,RPS27,RPS18,RPS8,PRKAG2,EIF4G3,RPS25,RPS15A,RPS2,RPS17
**Polyamine Regulation in Colon Cancer**	3.02E-05		AZIN1,SAT2,PSME4,OAZ1,OAZ2
**Unfolded protein response**	2.45E-04		HSPA4,SREBF1,EDEM1,HSPA9,VCP,CANX
**Dopamine Degradation**	1.20E-03		ALDH1L1,COMT,SULT1A1,ALDH1A2,SULT1A3/SULT1A4
**Cysteine Biosynthesis III (mammalia)**	1.78E-03		CBS/CBSL,MAT1A,CTH,PRMT1
**FXR/RXR Activation**	1.91E-03		APOB,C3,SCARB1,SREBF1,FASN,SERPINA1,RXRA,VLDLR
**Aryl Hydrocarbon Receptor Signaling**	2.82E-03		ALDH1L1,TFDP1,ALDH1A2,GSTA1,RXRA,ESR1,PTGES3,AHR
**Protein Ubiquitination Pathway**	3.80E-03		B2M,HSPA4,UBE2D2,UBE4B,UBE2H,DNAJB11,DNAJC19,HSPA9,HSPD1,THOP1,XIAP
**Superpathway of Methionine Degradation**	4.47E-03		CBS/CBSL,MAT1A,GOT1,CTH,PRMT1
**Histidine Degradation VI**	5.37E-03		CYP46A1,UROC1,MICAL2
**Caveolar-mediated Endocytosis Signaling**	6.92E-03		ITGB1,B2M,COPG2,COPB2,COPB1
**Cysteine Biosynthesis/Homocysteine Degradation**	7.08E-03		CBS/CBSL,CTH
**Citrulline Biosynthesis**	8.51E-03		LOC102724788/PRODH,OAT,GLS2
**Xenobiotic Metabolism Signaling**	8.51E-03		ALDH1L1,PRKCQ,CYP3A4,SULT1A1,ALDH1A2,SULT1A3/SULT1A4,GSTA1,RXRA,FMO5,PTGES3,AHR
**Aldosterone Signaling in Epithelial Cells**	8.71E-03		PLCD3,HSPA4,PLCE1,PRKCQ,DNAJB11,DNAJC19,HSPA9,HSPD1
**tRNA Charging**	1.12E-02		LARS,CARS,TARS,VARS,QARS
**GPCR-Mediated Nutrient Sensing in Enteroendocrine Cells**	1.78E-02		PLCD3,PLCE1,PRKCQ,PRKAG2,TAS1R3
**Putrescine Degradation III**	1.95E-02		ALDH1L1,ALDH1A2,SAT2
**Superpathway of Citrulline Metabolism**	2.40E-02		LOC102724788/PRODH,OAT,GLS2
**Prostanoid Biosynthesis**	2.45E-02		PTGDS,PTGES3
**PXR/RXR Activation**	2.75E-02		CYP3A4,PRKAG2,GSTA1,RXRA
**TR/RXR Activation**	2.95E-02		SCARB1,SREBF1,FASN,ACACA,RXRA
**Pregnenolone Biosynthesis**	3.09E-02		CYP46A1,MICAL2
**Neuroprotective Role of THOP1 in Alzheimer's Disease**	3.89E-02		PRKAG2,THOP1,ACE
**VDR/RXR Activation**	4.07E-02		SERPINB1,YY1,PRKCQ,RXRA
**RAR Activation**	4.37E-02		PRKCQ,ALDH1A2,PRKAG2,RBP2,SMARCD1,RXRA,PRMT1
**Endoplasmic Reticulum Stress Pathway**	4.57E-02		EIF2S1,TAOK3
**Glucose and Glucose-1-phosphate Degradation**	5.01E-02		RGN,PGM2
**Pentose Phosphate Pathway**	5.01E-02		PGLS,RPIA
**Phagosome Formation**	5.01E-02		ITGB1,MRC1,PLCD3,PLCE1,PRKCQ

^1^ IPA^®^ predicts upregulation (positive z-score) or downregulation (negative z-score) of canonical pathways.

^2^ Gene symbols are reported as human orthologue gene symbols.

Among the lipid metabolism related biological functions, the top most significantly enriched functions are shown in Table 3. 

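The 136 genes that Tables 2 and 3 list could all be translated to zebrafish genes with the paper's S13 Table and were tested. The Ensembl counts gave 59 higher and 77 lower in F1 high ARA, and 135 of the 135 with a value in the paper had the paper's sign. Adjusted over all genes tested, 51 had an adjusted p under 0.05 in edgeR's quasi-likelihood test and 43 were called in both annotations. Adjusted over the list alone, all 136 were under 0.05, but the lists were chosen on these samples, so that is not independent evidence. DESeq2's Wald test, chosen for this list after seeing the data, gave all 136 an adjusted p under 0.05. Under Synthesis of lipid 15 of 40 listed genes were higher and 25 lower, and 15 had an adjusted p under 0.05. Under Oxidation of fatty acid 7 of 11 were higher, and 4 had an adjusted p under 0.05.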

The full list is given in S5 File where various biological functions related to phospholipid, steroid, long chain fatty acid and cholesterol metabolism were enriched by the F_1_ DEGs. ‘LXR/RXR activation’ canonical pathway is predicted to be downregulated (z = -2; Table 2). ‘PPARα/RXRα Activation’ was found to be a significantly enriched canonical pathway in the high ARA group. 

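Of the 7 genes listed under LXR/RXR Activation, 3 were higher and 4 lower in F1 high ARA, and 2 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of the 9 genes under PPARα/RXRα Activation, 3 were higher and 6 lower, and 3 had an adjusted p under 0.05, of which 2 were called in both annotations. All genes of both lists had an unadjusted p under 0.05.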

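*pparaa* (ENSDARG00000031777, chromosome 4, 18620563 to 18663699) was at 31.1 ± 5.64 CPM in F1 high ARA and 23.3 ± 3.10 CPM in F1 control (SD, n = 6 each). Its log2 fold change was 0.42 (SE 0.132), with an unadjusted p of 0.00654 and an adjusted p of 0.108 from edgeR's quasi-likelihood test, so it was not called. The RefSeq counts gave 0.294 (adjusted p = 0.219). Only scaling by library totals, which raises the median of all genes, brought the adjusted p under 0.05, to 0.0376.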

*Pparaa* showed higher expression levels (p = 0.005, S4 Table) as shown in Fig 4. ‘Oxidation of fatty acids’ is one of the top most enriched biological functions (Table 3). For *acox1* being involved in the first enzymatic step during peroxisomal *β*-oxidation and acting downstream of PPARα, showed upregulated expression in high ARA livers (Fig 4). 

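*helz2* (ENSDARG00000016527, chromosome 6, 58575577 to 58621300) had 4.34 ± 0.712 CPM in F1 high ARA and 8.55 ± 3.01 CPM in F1 control (SD, n = 6 each), all high ARA libraries being below all control libraries. Its log2 fold change was -0.97 (SE 0.205, adjusted p = 0.0266 from edgeR's quasi-likelihood test). The adjusted p was 0.05 or more in 4 of the 12 fits that left out one library, and highest, 0.0622, without F1 high ARA replicate 17. With the enterocyte score as a covariate, chosen after seeing the data, the log2 fold change was -0.932 and the adjusted p 0.0657. *helz2* was also not called when libraries were scaled by their totals only.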

*Helz2* which encodes a nuclear transcriptional co-activator for PPARα, was downregulated. 

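*acaca* (ENSDARG00000078512, chromosome 5) was at 315 ± 162 CPM in F1 high ARA and 99.1 ± 38.9 CPM in F1 control (SD, n = 6 each), a log2 fold change of 1.67 (SE 0.34, adjusted p = 0.0298 from edgeR's quasi-likelihood test). *srebf1* (ENSDARG00000067607, chromosome 3) was at 4.30 ± 0.574 and 1.99 ± 0.632 CPM (SD, n = 6 each), with a log2 fold change of 1.08 (SE 0.205, adjusted p = 0.0183). For both genes every high ARA library lay above every control library. *fasn* (ENSDARG00000087657, chromosome 12) varied more between high ARA libraries, 115.5 ± 76.9 CPM against 44.4 ± 11.8 CPM in control (SD, n = 6 each). Its log2 fold change of 1.38 (SE 0.395) had an adjusted p of 0.0922, so it was not called, while DESeq2's Wald test with a normal prior gave 0.00518. With each library left out in turn, the adjusted p of *acaca* was 0.05 or more in 6 of 12 fits and highest, 0.0747, without F1 control replicate 12, while that of *srebf1* stayed at or below 0.0488. With the enterocyte score as a covariate, chosen after seeing the data, the log2 fold change was 1.678 for *acaca* (adjusted p = 0.0816) and 1.02 for *srebf1* (adjusted p = 0.0522). *acaca* was also not called without a low-count filter or with all 24 libraries in one fit.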

High ARA livers showed an upregulated expression of genes involved in the long-chain fatty acid biosynthesis (*acaca*, *fasn* and *srebf1*) compared to livers arriving from control group (Fig 4). *Elovl4b*, which is involved in very long-chain fatty acid elongation was found to be significantly downregulated in high ARA livers. 

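*elovl4b* (ENSDARG00000027495, chromosome 23, 40517740 to 40545677) was at 1.69 ± 0.719 CPM in F1 high ARA and 5.77 ± 1.44 CPM in F1 control (SD, n = 6 each), without overlap of the groups (exact permutation p = 0.00216). The log2 fold change was -1.79 (SE 0.262, adjusted p = 0.00465 from edgeR's quasi-likelihood test), and the adjusted p stayed at or below 0.0153 with each library left out in turn.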

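*dagla* (ENSDARG00000062956, chromosome 7, 13130132 to 13234505) had 6.64 ± 1.33 CPM in F1 high ARA and 2.21 ± 1.65 CPM in F1 control (SD, n = 6 each). All 6 high ARA libraries were above all 6 control libraries, and the log2 fold change was 1.55 (SE 0.355, adjusted p = 0.0407 from edgeR's quasi-likelihood test). The adjusted p was 0.05 or more in 7 of the 12 fits that left out one library, and 0.0904 without F1 control replicate 12. With the enterocyte score as a covariate, chosen after seeing the data, it was 0.103, with a log2 fold change of 1.459. *dagla* was also not called without a low-count filter, with all 24 libraries in one fit or with 1 surrogate variable.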

We found an upregulated gene expression for *dagla* that is involved in the synthesis of 2-arachidonoyl-glycerol, an endocannabinoid. Genes like *prkcq* and *dgkza* play roles in lipid signalling pathways like T cell receptor signalling and showed higher gene expression levels in high ARA group compared to control group.

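*dgkza* (ENSDARG00000014439, chromosome 7) was at 17.8 ± 2.47 CPM in F1 high ARA and 7.95 ± 2.11 CPM in F1 control (SD, n = 6 each), a log2 fold change of 1.155 (SE 0.168, adjusted p = 0.00465 from edgeR's quasi-likelihood test), and the groups did not overlap. *prkcq* (ENSDARG00000034173, chromosome 4) was low in both groups, 3.02 ± 2.62 and 0.474 ± 0.445 CPM (SD, n = 6 each). Its log2 fold change of 2.73 (SE 0.813) had an adjusted p of 0.0982, and 4 of 6 high ARA libraries lay above all control libraries. Its adjusted p was 0.0159 with DESeq2's Wald test and a normal prior.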

**Fig 4:**
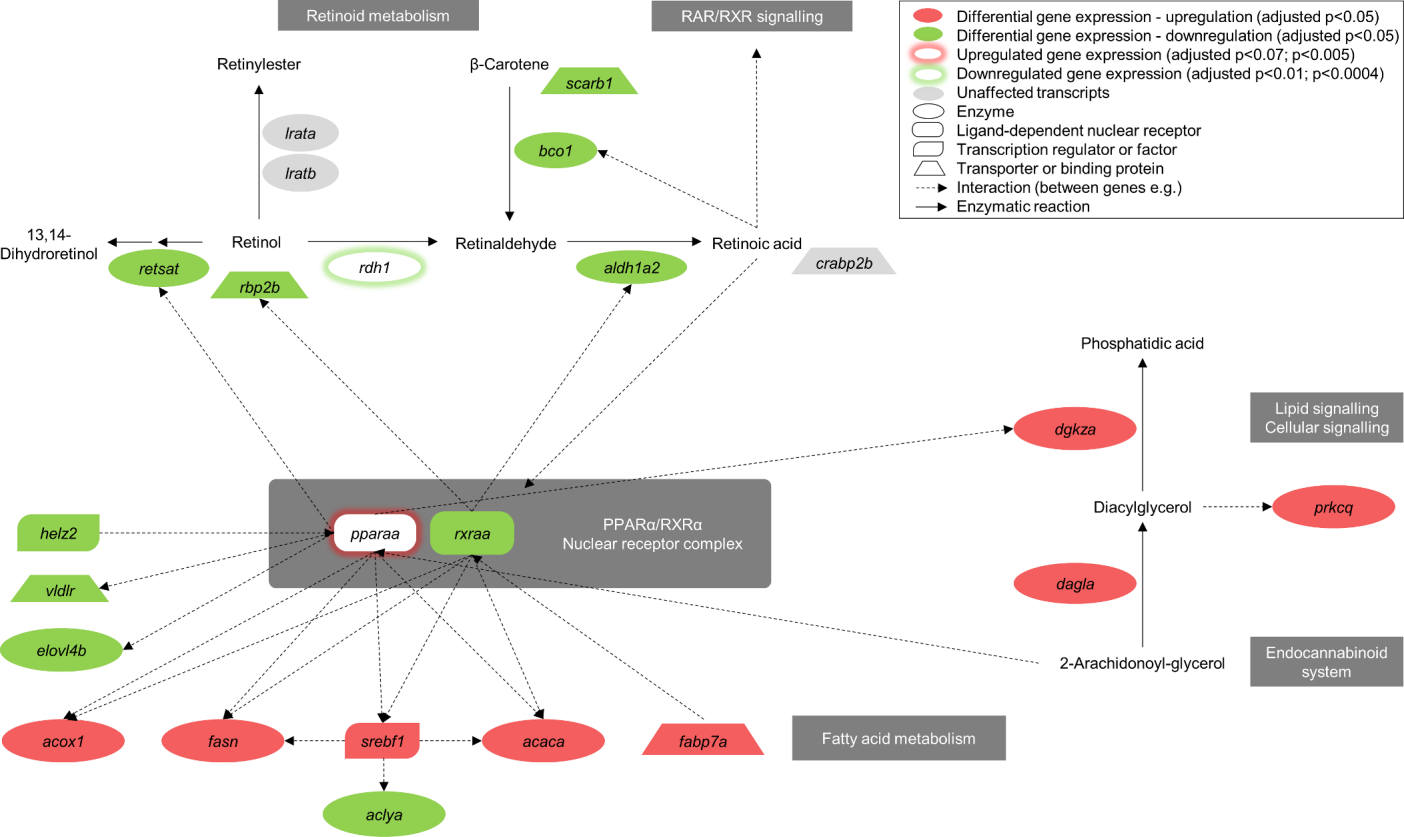
Differential expression of genes involved in retinoid processing and putative interactions with the PPARα/RXRα pathway and lipid signalling in male livers that are associated with parental high dietary ARA levels. Filled shapes in the figure represent overlapping differentially expressed genes between RefSeq and Ensembl annotation. Shapes that are highlighted with glow underlie gene expression information exclusively from Ensembl annotation (S4 Table); a*caca* (acetyl-CoA carboxylase alpha), *aclya* (ATP citrate lyase a); *acox1* (acyl-CoA oxidase 1, palmitoyl; alias: peroxisomal acyl-CoA oxidase 1); *aldh1a2* (aldehyde dehydrogenase 1 family, member A2); *bco1* (beta-carotene oxygenase 1); *crabp2b* (cellular retinoic acid binding protein 2, b); *dagla* (diacylglycerol lipase, alpha); *dgkza* (diacylglycerol kinase, zeta a), *elovl4b* (ELOVL fatty acid elongase 4b); *fabp7a* (fatty acid binding protein 7, brain, a); *fasn* (fatty acid synthase); *helz2* (helicase with zinc finger 2, transcriptional coactivator); *lrata* (lecithin retinol acyltransferase a (phosphatidylcholine-retinol O-acyltransferase)); *lratb* (lecithin retinol acyltransferase b (phosphatidylcholine-retinol O-acyltransferase)); *pparaa* (peroxisome proliferator-activated receptor alpha a); *prkcq* (protein kinase C, theta); *rbp2b* (retinol binding protein 2b, cellular); *rdh1* (retinol dehydrogenase 1); *retsat* (retinol saturase (all-*trans*-retinol 13,14-reductase)); *rxraa* (retinoid X receptor, alpha a); *scarb1* (scavenger receptor class B, member 1); *srebf1* (sterol regulatory element binding transcription factor 1); *vldlr* (very low density lipoprotein receptor).

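*fasn*, *fabp7a*, *prkcq*, *pparaa*, *rxraa*, *rbp2b*, *aldh1a2*, *bco1* and *rdh1* had the figure's direction in F1 high ARA against F1 control and were not called. For *aclya* (chromosome 3), which overlaps *hsd17b1* on the other strand, the log2 fold change was -0.63 (SE 0.136, adjusted p = 0.0298 from edgeR's quasi-likelihood test). Its adjusted p was 0.399 with all 24 libraries in one fit, and 0.05 or more in 6 of the 12 fits that left out one library (0.0731 without F1 high ARA replicate 17). Scaling by library totals also left *aclya* uncalled. For *vldlr* the log2 fold change was -1.73 (SE 0.36, adjusted p = 0.027). The adjusted p of *vldlr* was 0.0569 without a low-count filter, and 0.05 or more in 7 of the 12 fits that left out one library (0.0659 without F1 control replicate 12). *crabp2b* was tested in the RefSeq counts, where its log2 fold change was -0.286 (adjusted p = 0.442).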

**Table 3:** The top most significantly enriched lipid metabolism related biological functions associated with DEGs from F_1_ high ARA livers proposed by IPA^®^.

Biological Functions	p-value	z-score ^1^	Gene symbols ^2^
**Concentration of phospholipid**	3.82E-04	1.969	ACACA,CBS/CBSL,CHKA,DGKZ,FASN,LYST,NPC2,PITPNB,PLPP2,RGN,SCARB1,SREBF1,VLDLR
**Clearance of lipid**	5.72E-03	-1.960	C3,CYP3A4,SCARB1,VLDLR
**Oxidation of fatty acid**	2.04E-03	1.622	ACACA,ACOX1,ADIPOR1,C3,CYP3A4,FASN,PDK4,PRKAG2,SLC25A17,SLCO2A1,SREBF1
**Synthesis of lipid**	3.27E-06	-1.375	ACACA,ACLY,AHR,AKR1B1,ALDH1A2,APOB,ATP1A1,BCO1,C3,CACNA1H,CD9,CERS5,CHKA,CREB3L3,CYP39A1,CYP3A4,CYP46A1,DAGLA,DGKZ,ELOVL4,ESR1,FASN,FDX1,GSTA1,IGFBP2,ITGB1,LEPR,NPC2,PARK7,PDK4,PLCE1,PRKAG2,PTGDS,PTGES3,RGN,RXRA,SCARB1,SERPINA1,SH3KBP1,SREBF1
**Concentration of choline-phospholipid**	6.15E-03	1.342	ACACA,CHKA,FASN,LYST,SREBF1
**Transport of fatty acid**	4.49E-03	1.257	ABCC6,FABP7,SCARB1,SLC13A3,SLC25A17,SLCO2A1
**Concentration of acylglycerol**	2.26E-06	1.145	ACACA,ACLY,ADIPOR1,AKR1B1,APOB,ATP2A2,C3,CBS/CBSL,CHKA,CREB3L3,CYP3A4,DAGLA,FASN,FMO5,HELZ2,LEPR,MGLL,PDK4,RGN,RXRA,SCARB1,SREBF1,STEAP4,VLDLR
**Synthesis of terpenoid**	4.41E-04	-1.131	ACLY,AHR,ALDH1A2,APOB,ATP1A1,BCO1,CACNA1H,CYP39A1,CYP46A1,ESR1,FDX1,GSTA1,IGFBP2,PRKAG2,SCARB1,SERPINA1,SREBF1
**Incorporation of lipid**	6.20E-03	-1.127	ACLY,C3,FASN,SCARB1
**Concentration of progesterone**	5.80E-03	-1.067	CBS/CBSL,COMT,ESR1,LEPR,SCARB1

^1^ IPA^®^ predicts upregulation (positive z-score) or downregulation (negative z-score) of canonical pathways.

^2^ Gene symbols are reported as human orthologue gene symbols.

‘Metabolism of retinoid’ was among the enriched lipid metabolism related biological functions for F_1_ DEGs (S5 File). 

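*retsat* (ENSDARG00000018600, chromosome 3, 39039529 to 39048459) was at 229 ± 8.16 CPM in F1 high ARA and 313 ± 34.9 CPM in F1 control (SD, n = 6 each), without overlap of the groups. Its log2 fold change was -0.45 (SE 0.091, adjusted p = 0.0239 from edgeR's quasi-likelihood test), and scaling by library totals raised the adjusted p to 0.0822. In 2 of the 12 fits that left out one library it was 0.05 or more, at most 0.0550, without F1 control replicate 8. *retsat* was also not called without a low-count filter or with all 24 libraries in one fit. *aldh1a2* (ENSDARG00000053493, chromosome 7) was at 1.40 ± 0.662 and 3.29 ± 1.25 CPM (SD, n = 6 each), a log2 fold change of -1.24 (SE 0.336, adjusted p = 0.0726). *bco1* (ENSDARG00000104256, chromosome 7) was at 1.27 ± 0.645 and 5.15 ± 4.19 CPM (SD, n = 6 each). The estimated log2 fold change was -1.98 (SE 0.577, adjusted p = 0.0929, exact permutation p = 0.0519). Adjusted p from DESeq2's Wald test with a normal prior were 0.017 for *aldh1a2* and 0.0102 for *bco1*. Both transcripts followed the enterocyte score within the F0 groups, and with that score as a covariate, chosen after seeing the data, the log2 fold change was -1.051 for *aldh1a2* (adjusted p = 0.188) and -0.673 for *bco1* (adjusted p = 0.311).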

Transcripts of genes encoding enzymes involved in retinaldehyde synthesis from beta-carotene (*bco1*) and subsequent synthesis to retinoic acid (*aldh1a2*) as well as retinol saturation (*retsat*) were found to be downregulated in the high ARA group (Fig 4). 

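*rxraa* (ENSDARG00000057737, chromosome 21, 17731440 to 17910993) was at 10.9 ± 4.08 CPM in F1 high ARA and 21.5 ± 11.2 CPM in F1 control (SD, n = 6 each). The change of -0.97 on the log2 scale (SE 0.335, adjusted p = 0.138 from edgeR's quasi-likelihood test) was not called. Between the alternatives the adjusted p ranged from 0.0491 with DESeq2's Wald test without a prior to 0.276 without a low-count filter.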

*Rxraa* that is transcriptionally regulated by stereoisomers of retinoic acid, was shown to be downregulated in livers associated with parental high ARA diet. 

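*scarb1* (ENSDARG00000101557, chromosome 10, 44853122 to 44899915) was at 2.48 ± 0.904 CPM in F1 high ARA and 7.80 ± 3.71 CPM in F1 control (SD, n = 6 each). This was a log2 fold change of -1.65 (SE 0.339, adjusted p = 0.0262 from edgeR's quasi-likelihood test). The adjusted p was 0.148 with all 24 libraries in one fit, and it was 0.05 or more in 4 of the 12 fits that left out one library (0.0641 without F1 high ARA replicate 17). *scarb1* too followed the enterocyte score within the F0 groups, and with this score as a covariate, chosen after seeing the data, its log2 fold change was -1.11 (adjusted p = 0.0626). *rbp2b* (ENSDARG00000093774, chromosome 2) was at 863 ± 101.5 and 1123 ± 148 CPM (SD, n = 6 each), with a log2 fold change of -0.38 (SE 0.11, adjusted p = 0.0862). *rbp2b* had an adjusted p of 0.0317 in DESeq2's Wald test with a normal prior.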

Two transcripts encoding transporters for beta-carotene (*scarb1*) and retinol (*rbp2b*) were downregulated.

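In the Ensembl counts the log2 fold change of *mat1a* between F1 high ARA and F1 control was 0.49 (SE 0.107, adjusted p = 0.0324 from edgeR's quasi-likelihood test). For *cbsb* it was 0.78 (SE 0.186, adjusted p = 0.0459) and for *got1* 0.88 (SE 0.207, adjusted p = 0.0459). These 3 genes were called in both annotations. *prmt1* and *cth* were just under the threshold in the Ensembl counts, with log2 fold changes of 0.79 (SE 0.193, adjusted p = 0.0496) and 1.01 (SE 0.242, adjusted p = 0.0494), and just over it in the RefSeq counts, with adjusted p of 0.0515 each. *got1* was at 785 ± 272 CPM in high ARA and 428 ± 97.0 CPM in control (SD, n = 6 each). *prmt1* was at 70.4 ± 18.5 and 40.6 ± 11.0 CPM, and *cth* at 102 ± 45.4 and 50.4 ± 7.10 CPM (SD, n = 6 each). For *prmt1*, *cth* and *got1* all high ARA libraries lay above all control libraries. Between 9 and 11 of the 12 fits that left out one library gave these 5 genes an adjusted p of 0.05 or more. The highest were 0.0991 for *cbsb*, 0.103 for *cth* and 0.0975 for *got1*, each without F1 control replicate 8, and 0.0743 for *mat1a* and 0.1025 for *prmt1*, each without F1 control replicate 12. *mat1a* was not called with all 24 libraries in one fit or with 1 surrogate variable. *cbsb* was not called with 1 surrogate variable or with an offset for gene length. All 5 genes had an adjusted p of at most 0.00614 in DESeq2's Wald test with a normal prior. With the enterocyte score as a covariate, chosen after seeing the data, it was at least 0.103 for all 5, while their log2 fold changes were 0.431 for *mat1a*, 0.777 for *prmt1*, 0.729 for *cbsb*, 0.852 for *cth* and 0.816 for *got1*.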

Among other enriched canonical pathways (Table 2), we found significantly upregulated transcripts of *mat1a*, *prmt1*, *cbsb*, *cth* and *got1* that clustered in ‘cysteine biosynthesis III (mammalian)’, ‘cysteine biosynthesis/homocysteine degradation’ and ‘superpathway of methionine degradation’ (Fig 5). 

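*aldh1l1* (ENSDARG00000077004, chromosome 6) was at 1798 ± 370 CPM in F1 high ARA and 3076 ± 627 CPM in F1 control (SD, n = 6 each), a log2 fold change of -0.78 (SE 0.157, adjusted p = 0.0239 from edgeR's quasi-likelihood test). *gls2b* (ENSDARG00000002917, chromosome 22) was at 4.01 ± 1.41 and 9.79 ± 2.96 CPM (SD, n = 6 each), a log2 fold change of -1.30 (SE 0.255, adjusted p = 0.0217). With all 24 libraries in one fit, the adjusted p of *gls2b* was 0.105. The log2 fold change of *gsta.1* was -0.52 (SE 0.136, adjusted p = 0.0624) and that of *glud1a* -0.54 (SE 0.159, adjusted p = 0.0896), and neither was called. In DESeq2's Wald test with a normal prior, their adjusted p were 0.0193 and 0.0438, and without F1 high ARA replicate 18 they were 0.0424 and 0.0221 with edgeR. The groups did not overlap for *aldh1l1*, *gls2b* and *gsta.1*. *gsta.1* (chromosome 13) overlaps its paralog *gsta.2* on the same strand, so that reads could have been split or lost between them. The adjusted p of *aldh1l1* was 0.05 or more in 3 of the 12 fits that left out one library, and highest, 0.0556, without F1 high ARA replicate 17. The enterocyte score as a covariate, chosen after seeing the data, gave *aldh1l1* a log2 fold change of -0.77 (adjusted p = 0.0549) and *gls2b* one of -1.177 (adjusted p = 0.0606).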

Cysteine is provided through the transsulfuration pathway (*cbcb*, *cth*) for glutathione metabolism where *gsta*.*1* involved in glutathione detoxification was found to be downregulated in the high ARA group. *gls2b* and *glud1a* that are related to glutamate metabolism showed decreased expression in high ARA livers (Fig 5). *aldh1l1*, which is involved in the folate cycle, was downregulated in high ARA livers compared to control livers.

**Fig 5:**
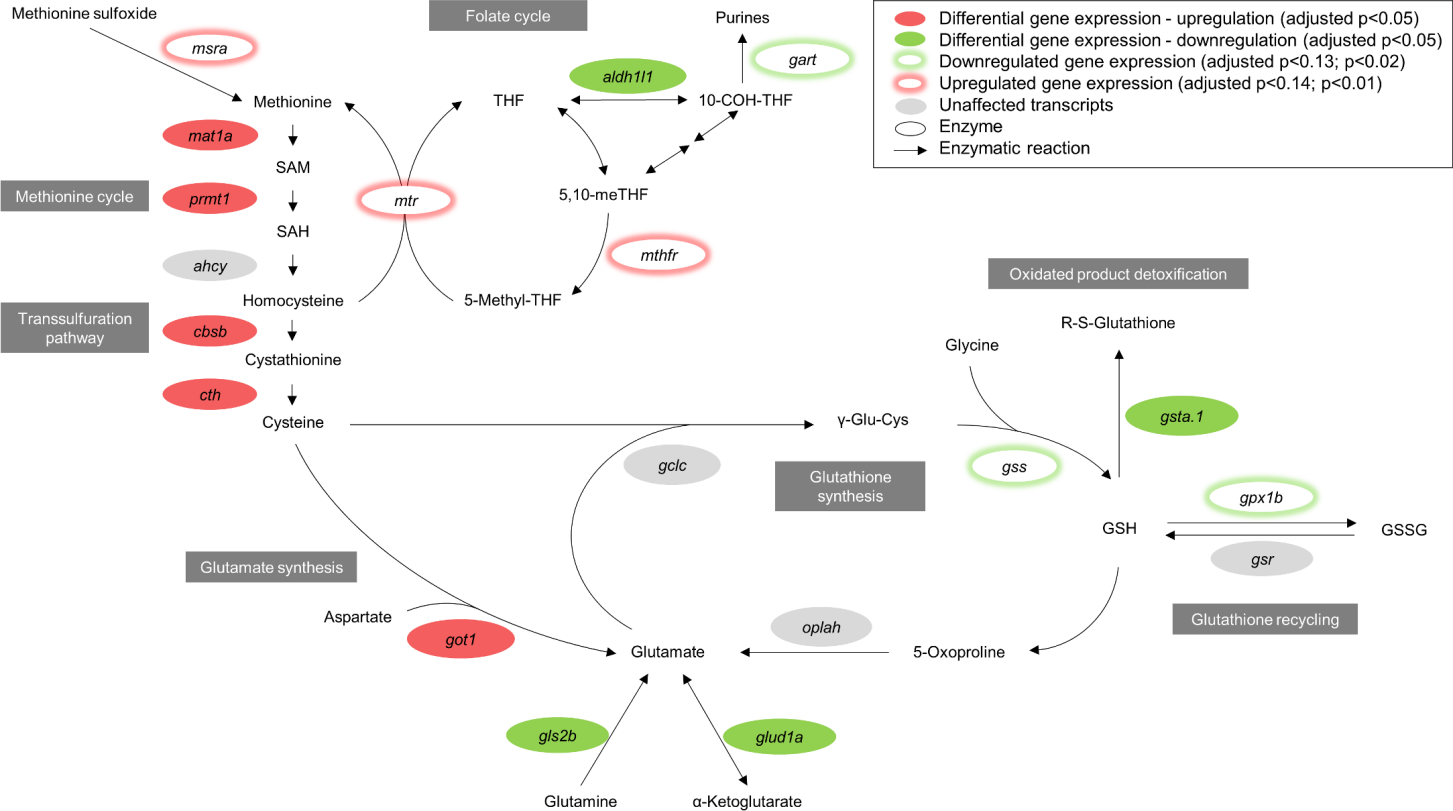
Parental high ARA levels are associated with differential expression of genes involved in methionine cycle, transsulfuration pathway, and glutamate and glutathione metabolism in male F_1_ livers. Filled shapes in the figure represent overlapping differentially expressed genes between RefSeq and Ensembl annotation. Shapes that are highlighted with glow underlie gene expression information exclusively from Ensembl annotation (S4 Table); *ahcy* (adenosylhomocysteinase); *aldh1l1* (aldehyde dehydrogenase 1 family, member L1); *cbsb* (cystathionine-beta-synthase b); *cth* (cystathionase (cystathionine gamma-lyase)); *gart* (phosphoribosylglycinamide formyltransferase); *gclc* (glutamate-cysteine ligase, catalytic subunit); *gls2b* (glutaminase 2b (liver, mitochondrial); *glud1a* (glutamate dehydrogenase 1a); *got1* (glutamic-oxaloacetic transaminase 1); *gpx1b* (glutathione peroxidase 1b); GSH (reduced glutathione); *gsr* (glutathione-disulfide reductase); *gss* (glutathione synthetase); GSSG (oxidized glutathione); *gsta*.*1* (glutathione S-transferase, alpha tandem duplicate 1); *mat1a* (methionine adenosyltransferase I alpha); *msra* (methionine sulfoxide reductase A); *mthfr* (methylenetetrahydrofolate reductase (NAD(P)H)); *mtr* (5-methyltetrahydrofolate-homocysteine methyltransferase); *oplah* (5-oxoprolinase (ATP-hydrolysing)); *prmt1* (protein arginine methyltransferase 1); R-S-glutathione (glutathione-S-conjugate); SAH (S-adenosyl-homocysteine); SAM (S-adenosyl-methionine); γ-Glu-Cys (gamma-glutamyl-cysteine); THF (tetrahydrofolate); 5-methyl-THF (5-methyltetrahydrofolate); 10-COH-THF (10-formyl-tetrahydrofolate); 5,10-meTHF (5,10-methylene-THF).

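*msra*, *mtr*, *gart*, *gss* and *gpx1b* had the direction that the figure gives and were not called, with adjusted p of 0.138, 0.0891, 0.0866, 0.159 and 0.238 in edgeR's quasi-likelihood test on the Ensembl counts. DESeq2's Wald test with a normal prior gave *mtr* an adjusted p of 0.048. *ahcy* had a log2 fold change of -0.049 (SE 0.104, adjusted p = 0.832) and *oplah* of -0.131 (SE 0.191, adjusted p = 0.747), and both signs changed when libraries were scaled by their totals only.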

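*esr1* (ENSDARG00000004111, chromosome 20, 26460666 to 26484285) was at 6.87 ± 3.48 CPM in F1 high ARA and 2.17 ± 1.04 CPM in F1 control (SD, n = 6 each), and 5 of the 6 high ARA libraries lay above all control libraries (exact permutation p = 0.00433). High ARA was higher by a log2 fold change of 1.69 (SE 0.376, adjusted p = 0.0369 from edgeR's quasi-likelihood test). The adjusted p was 0.05 or more in 8 of the 12 fits that left out one library, and highest, 0.0848, without F1 control replicate 12, while the log2 fold change stayed between 1.495 and 1.872. With the enterocyte score as a covariate, chosen after seeing the data, the log2 fold change was 1.573 and the adjusted p 0.107.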

We observed increased gene expression of the estrogen receptor 1 (*esr1*) in livers associated with parental high ARA levels. Steroid metabolism related functions such as ‘concentration of progesteron’, ‘metabolism of estrogen’, ‘sulfation of beta-estradiol’ were suggested to be enriched by IPA^®^ (Table 3 and S5 File). Among the unmapped IDs, vitellogenin 5 (*vtg5*, no human orthologue) expression was found to be upregulated in high ARA livers compared to the control. 

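*vtg5* (ENSDARG00000092126, chromosome 22, 24723477 to 24830407) was at 35.4 ± 18.4 CPM in F1 high ARA and 15.4 ± 4.68 CPM in F1 control (SD, n = 6 each). The log2 fold change was 1.20 (SE 0.375), and the adjusted p of 0.115 from edgeR's quasi-likelihood test was not under the threshold. Of the 6 high ARA libraries 4 lay above all control libraries (exact permutation p = 0.039). The adjusted p was 0.0169 with DESeq2's Wald test and a normal prior, and 0.0467 with edgeR without F1 high ARA replicate 18. The annotated gene overlaps *vtg4*, *vtg6* and *vtg7* on the same strand, so that reads shared between these paralogs make the counts of each uncertain.

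**Figure D2:**
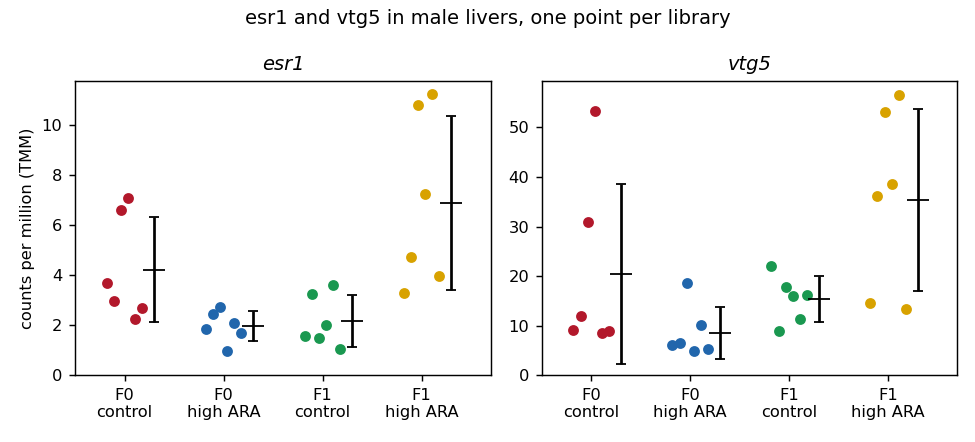
CPM of *esr1* and *vtg5* in each library of the 4 groups (points), with the group mean and SD beside them. In F1 the high ARA means, 6.87 and 35.4 CPM, lie above the control means of 2.17 and 15.4 CPM, and in F0 they lie below.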

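In F0 *vtg5* was at 8.60 ± 5.26 CPM in high ARA and 20.5 ± 18.2 CPM in control (SD, n = 6 each), a log2 fold change of -1.22 (SE 0.554, unadjusted p = 0.0487, adjusted p = 0.668 from edgeR's quasi-likelihood test). For *esr1* the values were 1.97 ± 0.612 and 4.21 ± 2.10 CPM (SD, n = 6 each), with a log2 fold change of -1.07 (SE 0.321, unadjusted p = 0.00491, adjusted p = 0.481). The mean of *vtg5* in the F0 controls depends on replicate 10 at 53.2 CPM, and the exact permutation p of *vtg5* was 0.106.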

In F_0_ high ARA livers, both *vtg5* (p = 0.01) and *esr1* (p = 0.02) showed decreased expression (S2 Table), but did not meet the chosen threshold requirements (adjusted p<0.05) for downstream analysis.

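The 2 diet comparisons share no library. With 0 genes called in F0 there could be no overlap with those called in F1, and DESeq2's Wald test gave 0 in common as well. Of the F1 calls 155 were tested in F0, and 95 of these had the same sign there. Across 11513 genes, which are not independent replicates, the log2 fold changes of both generations had a Pearson r of 0.097.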

None of the F_1_ DEGs were in matching with those in F_0_ generation due to the chosen cut-off threshold.

#### Intergenerational differential gene expression

7.9% of the DEGs were overlapping between the intergenerational control and high ARA group comparison (S3 File). 

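With edgeR's quasi-likelihood test 105 genes were called both between the control groups and between the high ARA groups, and all 105 changed in the same direction. They are 5.38% of the 1951 genes called in any of the 4 comparisons and 5.6% of those called in either of these 2. From the numbers called and the 9813 genes tested in both, 35.4 would be shared by chance (one-sided Fisher's exact test, p = 1.48e-29). That test takes genes as independent, which they are not, so its p does not measure the spread between tanks. The 2 comparisons have no library in common. DESeq2's Wald test gave 8.39% without and 8.45% with a normal prior. Across 11599 genes the log2 fold changes of both comparisons had a Pearson r of 0.528, genes not being independent replicates.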

Functional annotation for KEGG pathways and GO terms of DEGs between both F_0_ and F_1_ control groups, and between F_0_ and F_1_ high ARA groups are given in S14 Table. Comparing the control groups, significantly enriched KEGG pathways and GO terms (q-value cut-off <0.05) related to amino acid biosynthesis and oxidoreduction related processes among others were identified. 

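Of the 9 genes that the paper's S14 Table lists under Biosynthesis of amino acids, 4 were higher and 5 lower in F1 control than in F0 control, with log2 fold changes between -1.48 and 1.46. All 9 had an unadjusted p under 0.05 and 6 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all RefSeq genes tested. Fatty acid metabolism has a q-value of 0.0725 in that table, above the paper's cut-off of 0.05. All of its 6 genes were lower in F1, and 2 had an adjusted p under 0.05. The table's genes were chosen on these samples.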

For the high ARA groups, mainly transcript processing, translation and protein biosynthesis related functions were identified.

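All 35 genes listed under Ribosome biogenesis in eukaryotes were higher in F1 high ARA than in F0 high ARA, with a median log2 fold change of 0.83, and 32 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Under RNA transport 40 of 43 genes were higher, with a median of 0.55, and 37 had an adjusted p under 0.05. Under Spliceosome 32 of 33 were higher, with a median of 0.54, and 28 had an adjusted p under 0.05. These lists were chosen on the same samples.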

#### Confirmatory RT-qPCR for RNA-sequencing validation

Expression of *fasn*, *vtg5*, *cbsb* and *mat1a* were investigated in the F_1_ livers by real-time RT-qPCR for RNA-seq validation purposes. 

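TMM-normalized Ensembl counts in F1 were 946 ± 630 in high ARA and 363 ± 96.5 in control for *fasn* (SD, n = 6 each), with a log2 difference of 1.17 (two-sided exact permutation test, p = 0.013, adjusted p = 0.0173 over the 4 genes). For *vtg5* they were 289.7 ± 150.3 and 126 ± 38.3 (SD, n = 6 each), with a difference of 1.05 (exact permutation p = 0.0368, adjusted p = 0.0368). For *cbsb* they were 845 ± 207 and 494 ± 114 (SD, n = 6 each), with a difference of 0.77 (exact permutation p = 0.0108, adjusted p = 0.0173). *mat1a* was at 17950 ± 2397 and 12810 ± 1409 (SD, n = 6 each), with a difference of 0.48 (exact permutation p = 0.00433, adjusted p = 0.0173). Every gene was higher in high ARA, and of the 6 high ARA libraries 4 lay above all control libraries for *fasn* and *vtg5*, and 5 for *cbsb* and *mat1a*. RT-qPCR values were not analysed here.

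**Figure D3:**
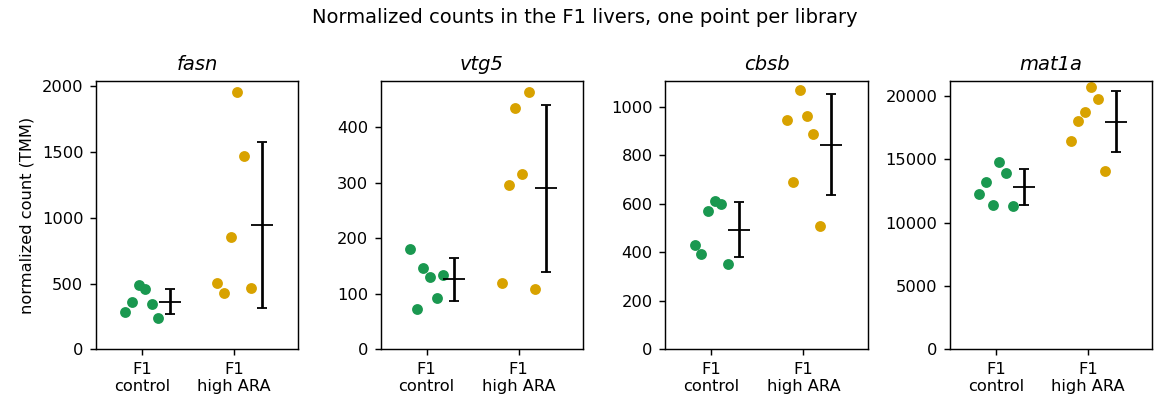
TMM-normalized counts of *fasn*, *vtg5*, *cbsb* and *mat1a* in each F1 library (points), with the group mean and SD beside them. The mean is higher in high ARA for each gene.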

RT-qPCR and RNA-seq derived expression patterns of those target genes were similar comparing means of control and high ARA replicates (S2 File).

## Discussion

In the present study we identified changes in hepatic gene expression patterns in the adult zebrafish progeny of parental fish given high dietary ARA levels. 

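The median absolute log2 fold change over all genes tested was 0.14 between the F0 diet groups and 0.196 between the F1 diet groups. The biological coefficient of variation that edgeR estimated was 0.274 for the F0 libraries and 0.232 for the F1 libraries. Estimated within each group, it was 0.291 in F0 control, 0.247 in F0 high ARA, 0.221 in F1 control and 0.243 in F1 high ARA.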

Despite the large mRNA expression differences observed in F_1_ generation, surprisingly few DEGs were found in F_0_ generation. The parental fish (F_0_) that were given the high ARA or control diet for 17 days (44 DPF) showed major metabolic profile differences as investigated in our previous article [21]. Thus it is difficult to explain the low effect at gene expression level in the parental generation. Variation in gene expression is often invoked to explain metabolic differences [64]. In addition, for this study we found no overlap between the two generations, and even reducing the cut-off stringency for DEGs in F_0_ generation gave very few genes overlapping between F_0_ and F_1_ generation. Furthermore, the differences between F_0_ control and F_1_ control patterns were larger than expected. 

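When the F0 threshold was lowered to an unadjusted p under 0.05 in both annotations, 14 of the genes called in F1 were found in F0 too, and 10 of them had the same sign. The 4 with opposite signs included *esr1* and *vldlr*, the latter with a log2 fold change of -1.73 in F1 and 0.524 in F0.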

One would expect that they cluster closer together as both were fed the control diet. 

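The median absolute log2 fold change was 0.188 between the control groups of both generations and 0.266 between the high ARA groups.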

Our data indicates that intergenerational differences in gene expression are greater than the intragenerational differences between the dietary groups. Although many factors might apply, it is conceivable that varying age of the fish as well as individual differences between the generations can give differences. Possibly, a differently composed diet fed to previous generations of the present F_0_ generation might have influenced F_0_ transcriptomic patterns. The latter one would also explain the small differential gene expression between F_0_ control and high ARA group. We can also not exclude the possibility of introducing bias due to different sampling points. Since it is difficult to identify the factors causing the intergenerational differences, we are obliged to be cautious interpreting the differences with regards to changes in pathways. Future studies should be conducted to reveal the significance of these results. The intergenerational analysis can be viewed in the supplementary files.

When comparing body weight in F_0_ and F_1_ generation, we previously reported a difference in F_0_ juveniles, whereas this effect disappeared at later stages (91 DPF) [21]. Similar, there were no differences in body weight between the two groups of adult F_1_ progeny.

Despite the weak coherence between transcriptomic and metabolic profile in F_0_, there was a link between the parental metabolic data and the gene expression in the F_1_ progeny. In the previous metabolomics study of the F_0_ parental fish, we observed decreased levels of glutathione, glutamine and cysteine and increased levels of oxidized metabolites of cysteine and methionine derivatives indicating an oxidized environment due to increased n-6 PUFA levels. Similarly in the present study, transcriptomic analysis of progeny livers (F_1_ high ARA) implied an increased expression of genes involved in the methionine cycle, cysteine (transsulfuration) and glutamate synthesis (Fig 5). This can in turn involve alterations in pathways such as glutathione or folate-mediated 1-C metabolism by affecting redox homeostasis or methylation-dependent functions such as for epigenetic modifications. The findings described above indicate major compensatory mechanisms in the progeny most likely owing a modulation of the transcriptome by the oxidized and pro-inflammatory environment previously reported in the parental fish fed high ARA. Despite giving both progeny groups the control diet, we found major differences in hepatic transcriptomic profiles at adult stage.

The present results suggest that parental high dietary ARA affected RXR activated pathways in the progeny. ‘PPARα/RXRα Activation’ and ‘LXR/RXR Activation’ pathways were among the top affected pathways according to the IPA^®^ analysis. Several genes belonging to retinol metabolic pathway were differentially expressed in adult progeny. Retinoids and their metabolites are potent activators controlling a range of essential physiological processes such as growth, limb patterning, eye vision, spermatogenesis and cell differentiation [65, 66]. Regulating their action is important for normal embryo development and epithelial differentiation, and disruption of signalling can have detrimental effects on the organism [67–70].

Retinoid metabolites act on lipid signalling pathways by activating RXRs which in turn form heterodimers with PPAR-lipid complexes (Fig 4). The PPAR complex controls transcription of target genes involved in lipid signalling and metabolism [71–73]. Several genes acting downstream of the nuclear receptor PPARα/RXRα complex were also found to be differently expressed in F_1_ high ARA livers. Genes, which encode enzymes regulating fatty acid levels, particularly by influencing fatty acid biosynthesis, transport and peroxisomal *β*-oxidation. Modulating these pathways influence energy expenditure, membrane composition and fatty acid distribution. In addition, oxidation of fatty acids were among the top lipid metabolic pathways enriched in the F_1_ high ARA group. We reported previously that elongated ARA metabolites and dicarboxylic acid levels were increased in the parental high ARA group [21]. Those results suggested an increased *β*-oxidation, particularly peroxisomal *β*-oxidative degradation of long-chain fatty acids, which can be associated with the observed transcriptomic changes related to fatty acid metabolism in the progeny.

Furthermore, studies have also shown a link between lipid and folate metabolism where PPARα seem to be involved in the regulation of key enzymes along the choline oxidative pathway which is closely linked to the methionine cycle [74, 75]. In the present study IPA^®^ reported the methionine degradation pathway as one of the significantly affected pathways in the progeny, despite no indicated direction of influence (z-score). It has been previously shown that the expression of genes regulating homocysteine synthesis from methionine were sensitive to either high dietary n-3 or n-6 PUFAs [76]. It is conceivable that our above described gene expression changes in fatty acid metabolism and the observed expression changes of genes involved in transsulfuration pathway and methionine cycle are linked.

Increased transcripts of estrogen receptor 1 and vitellogenin 5 were observed in male progeny livers associated with parental high dietary ARA levels. Interestingly, the same transcripts showed oppositely directed gene expression (regardless the chosen threshold) in the parental fish (F_0_ high ARA) suggesting compensatory mechanisms being involved. 

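The difference between the diet effects of the 2 generations was tested as an interaction over all 24 libraries. For *esr1* it was 2.76 on the log2 scale (SE 0.52, adjusted p = 0.0418 from edgeR's quasi-likelihood test), and for *vtg5* 2.43 (SE 0.688, adjusted p = 0.161). The adjusted p of *esr1* was 0.05 or more in 13 of the 24 fits that left out one library, and highest, 0.0872, without F1 high ARA replicate 17. DESeq2's Wald test with a normal prior gave *vtg5* an adjusted p of 0.0225.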

Vitellogenin, a lipid transporting protein, is produced in the liver and transported to the ovary as an egg yolk protein, under the regulation of estrogens in female fish [77–79]. Dietary ARA has been suggested to affect oocyte maturation and especially steroidogenesis in fish, but knowledge on mechanisms and impact on the following generations is lacking [80–82]. Induction of vitellogenin in male fish is commonly used as a marker for endocrine disruption [28] and studies on zebrafish have shown that vitellogenin synthesis can be induced in male fish when exposed to an estrogen (steroid hormone) named 17*β*-estradiol [83, 84]. In addition, vitellogenin has also an immunological role facilitating the defence against virus and bacteria [85, 86]. The exact biological role of vitellogenin in male fish is not clear. In humans, actions of estrogens are mediated by estrogen receptors and their role has been linked to metabolic inflammation [87]. Estrogens can regulate various energy metabolism pathways and disturbance by endocrine disruptors has been discussed in development of obesity [88]. However, our results from livers of male zebrafish progeny suggest that hepatic gene regulation related to steroidogenesis and estrogen signalling are sensitive to parental dietary high ARA intake.

We hypothesise that the observed DEGs in F_1_ high ARA livers compared to the control group, were associated with parental diet, but the exact modulatory mechanisms are not known. One mechanism whereby maternal diet can impact the progeny’s physiological status is the contribution to the nutrient reservoir in the developing oocyte [28, 89, 90]. Maternal transcripts present in the fertilized egg can steer gene expression in the developing embryo [31, 91, 92]. Epigenetic modifications of the genome in the gametes have also been identified as likely mechanisms through which environmental conditions, such as diet, can affect progeny transcriptomic patterns [26, 93]. Previous studies on zebrafish have shown that nutritional status of the parents such as vitamin B or vitamin E deficiency altered the transcriptome of their embryos [32, 33] and the livers of adult offspring [34]. Dietary PUFAs have been shown to affect membrane composition, cell signalling, gene expression and metabolism of the developing oocyte and thereby being able to influence the development of the next generation [7, 38, 94, 95].

Zebrafish has become a favoured research tool to investigate both molecular biological processes and the importance of nutrition in developmental, health and disease outcomes in vertebrates [46, 51, 96, 97]. Due to genetic, anatomical and physiological similarities to other vertebrates, zebrafish can be a useful model to evaluate the influence of dietary profiles on gene expression that can persist throughout life and across multiple generations as shown for different teleost species before [32, 33, 47, 52, 98]. Here, we demonstrated that parental diet affects the hepatic transcriptomic profiles in adult progeny. At the transcriptional level, we found that parental high ARA had a greater effect in the progeny than in the parents who were directly exposed to the experimental diets. These results are surprising, and show that the nutritional priming from parental generation has substantial effect on the progeny transcriptional profile. However, other factors could have influenced the lack of differential expression in the parental generation such as previous dietary treatments and time of sampling in relation to feeding. 

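A difference in the diet effect between the generations was called for 11 genes in both annotations, 7 with a larger and 4 with a smaller log2 fold change in F1 than in F0 (edgeR's quasi-likelihood test, 24 libraries). At an unadjusted p under 0.05 there were 1235 of 10122 genes. With libraries scaled by their totals only, 12 were called and 75% of them had a larger log2 fold change in F1, against 63.6%. The count was 2 without F1 control replicate 12, and 93 and 96 with DESeq2's Wald test without and with a normal prior.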

More knowledge is needed on how parental dietary habits can shape the progeny’s transcriptome and thereby possibly alter metabolic pathways in the progeny. Whether these differences can be inherited to further generations is an area for further research.

## Conclusions

Our work has shown that the parental diet modulated the transcription of a range of genes in the adult progeny connected to the fatty acid and retinoid metabolism, methionine cycle, transsulfuration pathway and estrogen signalling. We cannot distinguish if the effect at the transcriptional level is due to the nutritional composition of eggs (oocytes), maternal mRNA deposition or progeny transcriptome potential through programming of the gametes. Modulation of the transcriptome at early life stages can in turn affect metabolic pathways and their activity at later life stages. To our knowledge, the present study is the first one investigating liver transcriptome characteristics of adult zebrafish progeny from parents fed high ARA levels. Nevertheless, further study is required to understand deeper mechanisms on how those gene expression differences observed in adult progeny develop and if these effects can be transferred to future generations.

## Supporting information

S1 File Composition of control and high ARA diet. (PDF) Click here for additional data file.

S2 File *Danio rerio* primer sequences used for real-time RT-qPCR of target genes for RNA-sequencing validation. (PDF) Click here for additional data file.

S3 File Gene counts and overlap of significant differentially expressed genes (adjusted p<0.05) in F_0_ and F_1_ zebrafish livers obtained from RNA-sequencing and read mapping to the RefSeq and Ensembl reference genome (GRCz10). (PDF) Click here for additional data file.

S4 File Volcano plot of RNA-sequencing data from male livers comparing control (A) and high ARA (B) group in F_0_ and F_1_ generation.
(PDF) Click here for additional data file.

S5 File Ingenuity^®^ pathway analysis identified lipid metabolism associated biological functions represented by differentially expressed genes (adjusted p<0.05) from RNA-sequencing of F_1_ high ARA compared to control livers. (PDF) Click here for additional data file.

S1 Table Differentially expressed genes in male F_0_ high ARA livers compared to control livers using the RefSeq genome. (CSV) Click here for additional data file.

S2 Table Differentially expressed genes in male F_0_ high ARA livers compared to control livers using the Ensembl genome. (CSV) Click here for additional data file.

S3 Table Differentially expressed genes in male F_1_ high ARA livers compared to control livers using the RefSeq genome. (CSV) Click here for additional data file.

S4 Table Differentially expressed genes in male F_1_ high ARA livers compared to control livers using the Ensembl genome. (CSV) Click here for additional data file.

S5 Table Differentially expressed genes in male F_0_ control livers compared to F_1_ control livers using the RefSeq genome. (CSV) Click here for additional data file.

S6 Table Differentially expressed genes in male F_0_ control livers compared to F_1_ control livers using the Ensembl genome. (CSV) Click here for additional data file.

S7 Table Differentially expressed genes in male F_0_ high ARA livers compared to F_1_ high ARA livers using the RefSeq genome. (CSV) Click here for additional data file.

S8 Table Differentially expressed genes in male F_0_ high ARA livers compared to F_1_ high ARA livers using the Ensembl genome. (CSV) Click here for additional data file.

S9 Table Concordant genes from the comparison of differentially expressed genes (adjusted p<0.05) between F_0_ control and F_0_ high ARA livers after mapping to the RefSeq and Ensembl reference genome (GRCz10). (CSV) Click here for additional data file.

S10 Table Concordant genes from the comparison of differentially expressed genes (adjusted p<0.05) between F_1_ control and F_1_ high ARA livers after mapping to the RefSeq and Ensembl reference genome (GRCz10). (CSV) Click here for additional data file.

S11 Table Concordant genes from the comparison of differentially expressed genes (adjusted p<0.05) between F_0_ and F_1_ control livers after mapping to the RefSeq and Ensembl reference genome (GRCz10). (CSV) Click here for additional data file.

S12 Table Concordant genes from the comparison of differentially expressed genes (adjusted p<0.05) between F_0_ and F_1_ high ARA livers after mapping to the RefSeq and Ensembl reference genome (GRCz10). (CSV) Click here for additional data file.

S13 Table Concordant genes in F_1_ generation uploaded into the Ingenuity^®^ Pathway Analysis software suite using human orthologues. (XLSX) Click here for additional data file.

S14 Table Functional annotation of annotated differentially expressed genes between both F_0_ and F_1_ control and between F_0_ and F_1_ high ARA groups for KEGG pathways and GO terms. (XLSX) Click here for additional data file.

# Supplementary material for: Parental high dietary arachidonic acid levels modulated the hepatic transcriptome of adult zebrafish (Danio rerio) progeny
**Source:** PLoS One. 2018 Aug 2;13(8):e0201278. doi: 10.1371/journal.pone.0201278
**Supplement:** S1 File

## S1 File. Composition of control and high ARA diet.

**Table 1. Ash, lipid, protein and energy composition.**

|               | Ash<br>(g/100g ww) <sup>1</sup> | Lipid<br>(g/100g ww) <sup>1</sup> | Protein<br>(g/100g ww) <sup>1</sup> | Energy<br>(J/g ww) <sup>1</sup> |
|---------------|---------------------------------|-----------------------------------|-------------------------------------|---------------------------------|
| Control diet  | 6.8                             | 12.2                              | 50                                  | 21100                           |
| High ARA diet | 7.0                             | 12.9                              | 50                                  | 21400                           |

<sup>1</sup> Data are expressed as mean of two technical replicates.

**Table 2. Ingredients and nutrient composition.**

© Adam AC, Lie KK, Moren M, Skjaerven KH. *High dietary arachidonic acid levels induce changes in complex lipids and immune-related eicosanoids and increase levels of oxidised metabolites in zebrafish (Danio rerio)*. Br J Nutr. 2017 May 09:1-11.

| Ingredients              | Control (g/kg DM) | High ARA (g/kg DM) |
|--------------------------|-------------------|--------------------|
| Protein blend *          | 767.9             | 767.9              |
| Agar †                   | 1.0               | 1.0                |
| Fish oil ‡               | 8.0               | 8.0                |
| Rape seed oil §          | 48.0              | 20.0               |
| Flax seed oil §          | 20.0              | 4.0                |
| Cargill's ARA-rich oil   | 4.0               | 48.0               |
| Dextrin †                | 46.17             | 46.17              |
| Cellulose ¶              | 19.3              | 19.3               |
| Lecithin **              | 20.0              | 20.0               |
| Mineral mix ††           | 50.0              | 50.0               |
| Vitamin mix ‡‡           | 10.0              | 10.0               |
| Methionine §§            | 2.5               | 2.5                |
| Cyanocobalamin (1 %)     | 0.99998           | 0.99998            |
| Folic acid (97 %)        | 0.0111            | 0.0111             |
| Pyridoxine hydrochloride | 0.0199            | 0.0199             |
| Astaxanthin ¶¶           | 0.3               | 0.3                |
| Sucrose †                | 1.0               | 1.0                |
| Tocopherol mix ***       | 0.75              | 0.75               |

ARA, arachidonic acid.

\* BioMar AS products: fish meal, 5 %; krill meal, 1 %; soya protein concentrate, 6.2 %; maize, 5 %; wheat, 7.5 %; wheat gluten, 13 %; pea protein, 49.8 %; field peas, 12.5 %.

† Dissolved in 200 ml heated Milli-Q water, Sigma Aldrich Norway AS.

‡ Cod liver oil; Møllers, Axellus AS.

§ Rømer Produkt.

|| Donated by Cargill (40 % ARA, Alking Bioengineering).

¶ Sigma Aldrich.

\*\* Alfa Aesar.

†† Merck; ingredients (g/kg of diet): CaHPO<sub>4</sub> x 2H<sub>2</sub>O, 30; CoCl<sub>2</sub> x 6H<sub>2</sub>O, 0.007; CuSO<sub>4</sub> x 5H<sub>2</sub>O, 0.02; K<sub>2</sub>SO<sub>4</sub>, 15; KI, 0.05; MgSO<sub>4</sub> 7H<sub>2</sub>O, 5; MnSO<sub>4</sub> x H<sub>2</sub>O, 0.05; NaCl, 2.873; Se-yeast, 0.2; ZnSO<sub>4</sub> x 7H<sub>2</sub>O, 0.5; FeSO<sub>4</sub> x 7H<sub>2</sub>O, 0.6.

‡‡ Obtained from Vilomix Norway AS, Norway; without cyanocobalamin, folic acid and pyridoxine hydrochloride (vitamin B<sub>6</sub>) because of the trial set up with two directions (mg/kg of diet): vitamin A, 20; vitamin D, 4; vitamin E (50 %, acetate), 200; vitamin K (50 %), 10; vitamin C (35 %, phosphate), 350; choline, 1000; ascorbic acid, 1000; thiamine hydrochloride, 15; riboflavin (80 %), 19; nicotinamide, 200; inositol, 400; calcium pantothenate, 60; biotin (2 %), 50; filler (protein blend), 6672.

§§ Sigma-Aldrich.

||| Normin AS.

¶¶ Dissolved in the agar solution; provided as a gift from G.O. Johnsen AS.

\*\*\* Provided as a gift from BASF.

# Supplementary material for: Parental high dietary arachidonic acid levels modulated the hepatic transcriptome of adult zebrafish (Danio rerio) progeny
**Source:** PLoS One. 2018 Aug 2;13(8):e0201278. doi: 10.1371/journal.pone.0201278
**Supplement:** S2 File

## S2 File. *Danio rerio* primer sequences used for real-time RT-qPCR of target genes for RNA-sequencing validation.

**Table 1. *Danio rerio* primer sequences used for real-time RT-qPCR.**

| Gene abbreviation       | Gene name                                                  | Accession no.  | Forward primer (5'-3') | Reverse primer (5'-3') | Amplicon size (bp) | PCR efficiency |
|-------------------------|------------------------------------------------------------|----------------|------------------------|------------------------|--------------------|----------------|
| <b>Reference genes:</b> |                                                            |                |                        |                        |                    |                |
| <i>tuba1c</i> *         | Tubulin, alpha 1c                                          | NM_001105126.2 | GGTGCCCTCAATGTGGATCT   | GCCACAGAGAGCTGCTCATG   | 131                | 2.10           |
| <i>actb1</i>            | Actin, beta 1                                              | NM_131031.1    | TGCCCCTCGTGCTGTTTT     | TCTGTCCCATGCCAACCAT    | 74                 | 2.04           |
| <i>eef1a1l1</i> **      | Eukaryotic translation elongation factor 1 alpha 1, like 1 | NM_131263.1    | AGACAACCCCAAGGCTCTCA   | CTCATGTACGCACAGCAAA    | 126                | 2.07           |
| <b>Target genes:</b>    |                                                            |                |                        |                        |                    |                |
| <i>fasn</i>             | Fatty acid synthase                                        | XM_021472581.1 | TGAACCCAGAGTCAGCACAC   | ACGACAGTGCATTGTGAAAGG  | 116                | 2.4            |
| <i>vtg5</i>             | Vitellogenin 5                                             | NM_001025189.2 | CAGCTTGTTTTGGACAGGCG   | GCAAGACTGGAGATGAGAGCC  | 101                | 2.2            |
| <i>mat1a</i>            | Methionine adenosyltransferase I, alpha                    | NM_199871.1    | CAGGAGAACGGTGCTGTGAT   | TCAGAATACGCTGCTGCTCC   | 100                | 2.15           |
| <i>cbsb</i>             | Cystathionine-beta-synthase b                              | NM_001014345.2 | ACGGTGCTTCCCTTGTTTC    | CCATCCCAGAATATGCCCC    | 106                | 2.12           |

\* Olsvik PA, Williams TD, Tung HS, Mirbahai L, Sanden M, Skjaerven KH, et al. Impacts of TCDD and MeHg on DNA methylation in zebrafish (*Danio rerio*) across two generations. *Comp Biochem Physiol C Toxicol Pharmacol.* 2014 Sep;165:17-27.

\*\* Skjaerven KH, Jakt LM, Fernandes JMO, Dahl JA, Adam AC, Klughammer J, Bock C and Espe M. Parental micronutrient deficiency distorts liver DNA methylation and expression of lipid genes associated with a fatty-liver-like phenotype in offspring. *Sci Rep.* 2018. 8: 3055.

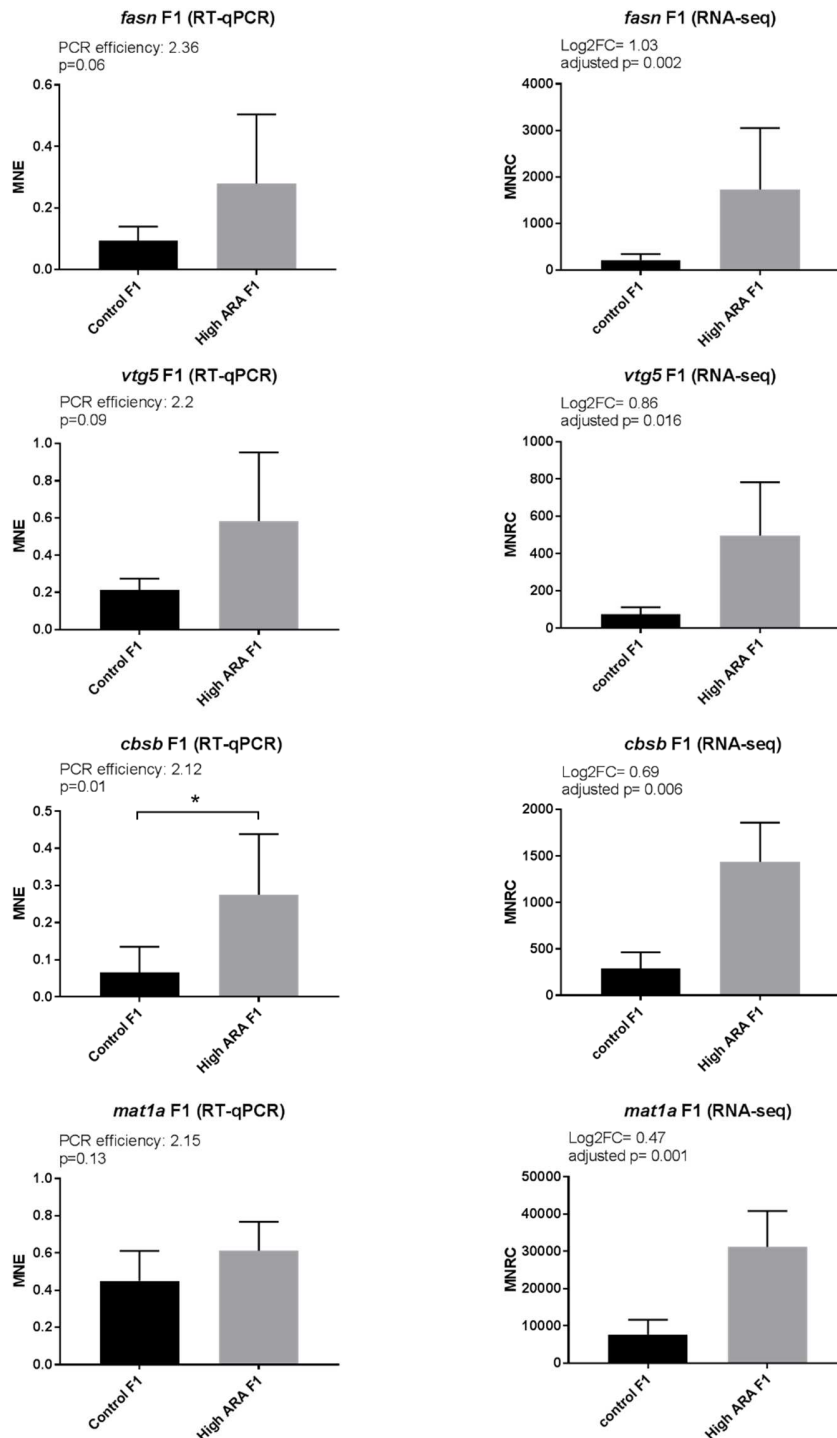

**Figure 1. RNA-sequencing verification by real-time RT-qPCR.** mRNA levels from RT-qPCR analysis are presented as mean normalized expression (MNE) and from RNA-sequencing as mean normalized read counts (MNRC, Ensembl) in F<sub>1</sub> high ARA versus F<sub>1</sub> control livers. mRNA levels of target genes were normalized against *tuba1c*, *actb1* and *eef1a1/1* as reference genes. Data presented are means  $\pm$  SD of six replicates. Each replicate is a pool of six male livers from one feeding tank. p-values were calculated by a non-parametric *t*-test (Mann-Whitney test) using GraphPad Prism 6 software. Gene abbreviation, name and accession number are given in table 1 (S2\_File).

# Supplementary material for: Parental high dietary arachidonic acid levels modulated the hepatic transcriptome of adult zebrafish (Danio rerio) progeny
**Source:** PLoS One. 2018 Aug 2;13(8):e0201278. doi: 10.1371/journal.pone.0201278
**Supplement:** S3 File

**S3 File. Gene counts and overlap of significant differentially expressed genes (adjusted  $p < 0.05$ ) in F<sub>0</sub> and F<sub>1</sub> zebrafish livers obtained from RNA-sequencing and read mapping to the RefSeq and Ensembl reference genome (GRCz10).**

**Table 1. Gene counts of significant differentially expressed genes in F<sub>0</sub> and F<sub>1</sub> zebrafish livers obtained from RNA-sequencing.**

|                                                          | RefSeq |      |      | Ensembl |      |      | Concordant genes |
|----------------------------------------------------------|--------|------|------|---------|------|------|------------------|
|                                                          | Up     | Down | Sum  | Up      | Down | Sum  | Sum              |
| <b>F<sub>0</sub> high ARA vs. F<sub>0</sub> control</b>  | 27     | 12   | 39   | 19      | 8    | 27   | 20               |
| <b>F<sub>1</sub> high ARA vs. F<sub>1</sub> control</b>  | 267    | 315  | 582  | 290     | 315  | 605  | 470              |
| <b>F<sub>0</sub> control vs. F<sub>1</sub> control</b>   | 215    | 347  | 562  | 249     | 378  | 627  | 428              |
| <b>F<sub>0</sub> high ARA vs. F<sub>1</sub> high ARA</b> | 1180   | 1381 | 2561 | 1124    | 1283 | 2407 | 1987             |

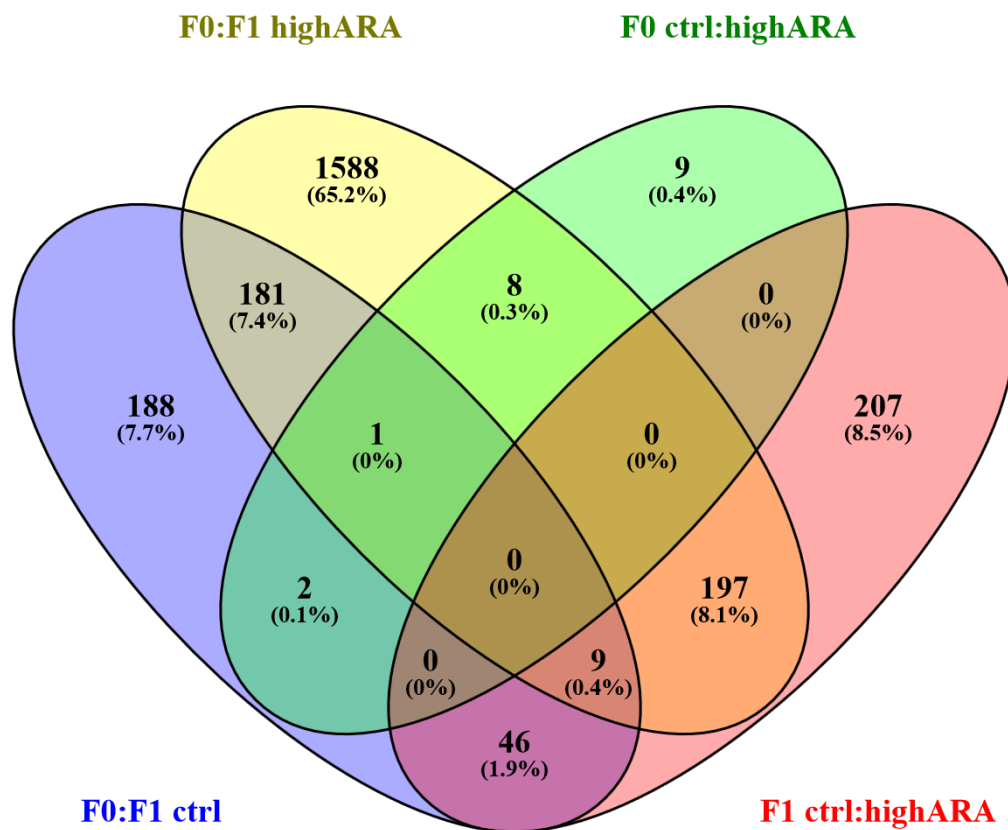

**Figure 1. Venn diagram indicating overlap of gene symbols annotated to differentially expressed genes in F<sub>0</sub> and F<sub>1</sub> zebrafish livers obtained from RNA-sequencing.**

# Supplementary material for: Parental high dietary arachidonic acid levels modulated the hepatic transcriptome of adult zebrafish (Danio rerio) progeny
**Source:** PLoS One. 2018 Aug 2;13(8):e0201278. doi: 10.1371/journal.pone.0201278
**Supplement:** S4 File — Volcano plot of RNA-sequencing data from male livers comparing control (A) and high ARA (B) group in F0 and F1 generation.

**S4 File. Volcano plot of RNA-sequencing data from male livers comparing control (A) and high ARA (B) group in F<sub>0</sub> and F<sub>1</sub> generation.**

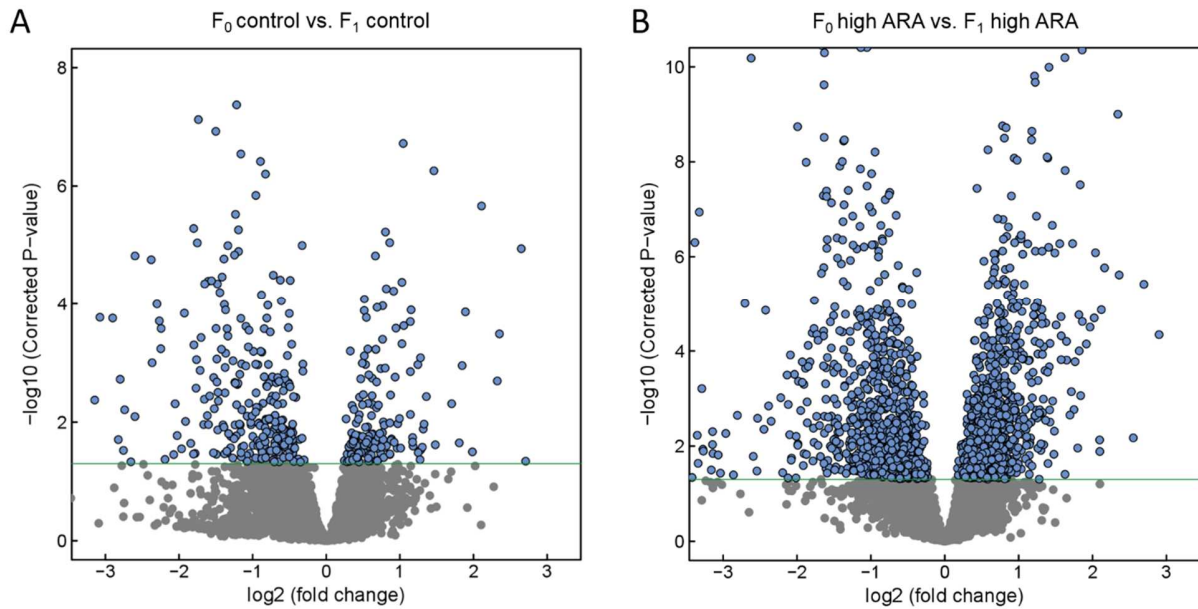

**Figure 1. Volcano plot of RNA-sequencing data from male livers comparing control (A) and high ARA (B) group in F<sub>0</sub> and F<sub>1</sub> generation.** Presented data represents overlapping genes from both RefSeq and Ensembl reference genome mapping (GRCz10). Blue spots represent DEGs of control (A) and high ARA (B) groups between F<sub>0</sub> and F<sub>1</sub> generation. The green line denoted the significance threshold (adjusted p < 0.05) for DEGs.

# Supplementary material for: Parental high dietary arachidonic acid levels modulated the hepatic transcriptome of adult zebrafish (Danio rerio) progeny
**Source:** PLoS One. 2018 Aug 2;13(8):e0201278. doi: 10.1371/journal.pone.0201278
**Supplement:** S5 File

**S4 File. Ingenuity® Pathway Analysis identified lipid metabolism associated biological functions represented by differentially expressed genes (adjusted p<0.05) from RNA-sequencing of F<sub>1</sub> high ARA compared to control livers.**

| Biological Functions                    | p-value  | z-score <sup>1</sup> | Genes <sup>2</sup>                                                                                                                                                                                                                                                       |
|-----------------------------------------|----------|----------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| concentration of phospholipid           | 3.82E-04 | 1.969                | ACACA,CBS/CBSL,CHKA,DGKZ,FASN,LYST,NPC2,PITPNB,PLPP2,RGN,SCARB1,SREBF1,VLDLR                                                                                                                                                                                             |
| clearance of lipid                      | 5.72E-03 | -1.960               | C3,CYP3A4,SCARB1,VLDLR                                                                                                                                                                                                                                                   |
| oxidation of fatty acid                 | 2.04E-03 | 1.622                | ACACA,ACOX1,ADIPOR1,C3,CYP3A4,FASN,PK4,PRKAG2,SLC25A17,SLCO2A1,SREBF1                                                                                                                                                                                                    |
| synthesis of lipid                      | 3.27E-06 | -1.375               | ACACA,ACLY,AHR,AKR1B1,ALDH1A2,APOB,ATP1A1,BCO1,C3,CACNA1H,CD9,CERS5,CHKA,CREB3L3,CYP39A1,CYP3A4,CYP46A1,DAGLA,DGKZ,ELOVL4,ESR1,FASN,FDX1,GSTA1,IGFBP2,ITGB1,LEPR,NPC2,PARK7,PK4,PLCE1,PRKAG2,PTGDS,PTGES3,RGN,RXRA,SCARB1,SERPINA1,SH3KBP1,SREBF1                        |
| concentration of choline-phospholipid   | 6.15E-03 | 1.342                | ACACA,CHKA,FASN,LYST,SREBF1                                                                                                                                                                                                                                              |
| transport of fatty acid                 | 4.49E-03 | 1.257                | ABCC6,FABP7,SCARB1,SLC13A3,SLC25A17,SLCO2A1                                                                                                                                                                                                                              |
| concentration of acylglycerol           | 2.26E-06 | 1.145                | ACACA,ACLY,ADIPOR1,AKR1B1,APOB,ATP2A2,C3,CBS/CBSL,CHKA,CREB3L3,CYP3A4,DAGLA,FASN,FMO5,HELZ2,LEPR,MGLL,PK4,RGN,RXRA,SCARB1,SREBF1,STEAP4,VLDLR                                                                                                                            |
| synthesis of terpenoid                  | 4.41E-04 | -1.131               | ACLY,AHR,ALDH1A2,APOB,ATP1A1,BCO1,CACNA1H,CYP39A1,CYP46A1,ESR1,FDX1,GSTA1,IGFBP2,PRKAG2,SCARB1,SERPINA1,SREBF1                                                                                                                                                           |
| incorporation of lipid                  | 6.20E-03 | -1.127               | ACLY,C3,FASN,SCARB1                                                                                                                                                                                                                                                      |
| concentration of progesterone           | 5.80E-03 | -1.067               | CBS/CBSL,COMT,ESR1,LEPR,SCARB1                                                                                                                                                                                                                                           |
| concentration of long chain fatty acid  | 1.57E-03 | 1.067                | ACLY,DAGLA,SCARB1,SREBF1                                                                                                                                                                                                                                                 |
| transport of steroid                    | 2.60E-03 | -1.026               | ABCA12,APOB,CANX,CYP3A4,CYP46A1,NPC2,SCARB1,SLC25A1,SREBF1,VLDLR                                                                                                                                                                                                         |
| export of cholesterol                   | 9.21E-04 | -0.998               | ABCA12,APOB,CANX,CYP46A1,NPC2,SCARB1,SLC25A1,SREBF1,VLDLR                                                                                                                                                                                                                |
| catabolism of lipid                     | 2.61E-05 | -0.931               | AHR,APOB,COMT,CYP39A1,CYP3A4,CYP46A1,DAGLA,HEXA,MGLL,SCARB1,VLDLR                                                                                                                                                                                                        |
| metabolism of membrane lipid derivative | 2.61E-04 | -0.919               | ACLY,APOB,CD9,CERS5,CHKA,CYP39A1,CYP46A1,DGKZ,FASN,FDX1,HEXA,ITGB1,LEPR,LYST,NSDHL,RXRA,SCARB1,SERPINA1,SH3KBP1,SREBF1,VLDLR                                                                                                                                             |
| accumulation of sphingolipid            | 1.72E-03 | -0.857               | ALDH1L1,CERS5,ELOVL4,HEXA,NPC2                                                                                                                                                                                                                                           |
| conversion of fatty acid                | 2.72E-04 | 0.842                | ACACA,ACLY,ACOX1,CYP3A4,FASN,SREBF1                                                                                                                                                                                                                                      |
| exposure of lipid                       | 1.58E-03 | -0.811               | CD9,CYP3A4,ITGB1,LGALS2,PRKCQ                                                                                                                                                                                                                                            |
| exposure of phospholipid                | 9.63E-03 | -0.811               | CD9,ITGB1,LGALS2,PRKCQ                                                                                                                                                                                                                                                   |
| efflux of cholesterol                   | 3.22E-03 | -0.695               | ABCA12,APOB,CANX,NPC2,SCARB1,SLC25A1,SREBF1,VLDLR                                                                                                                                                                                                                        |
| concentration of lipid                  | 2.49E-06 | 0.672                | ACACA,ACLY,ADIPOR1,AHR,AKR1B1,APOB,ATP1A1,ATP2A2,BCO1,C3,CBS/CBSL,CFD,CHKA,COMT,CREB3L3,CYP3A4,DAGLA,DGKZ,ESR1,FASN,FMO5,GNE,GSTA1,HELZ2,HMG1,LEPR,LOC102724788/PRODH,LYST,MGLL,MRC1,NPC2,PK4,PITPNB,PLPP2,PTGDS,PTGES3,RBP2,RGN,RXRA,SCARB1,SLCO2A1,SREBF1,STEAP4,VLDLR |
| metabolism of terpenoid                 | 1.33E-08 | -0.625               | ACLY,AHR,ALDH1A2,APOB,BCO1,CACNA1H,COMT,CYP39A1,CYP3A4,CYP46A1,ESR1,FDX1,GSTA1,LEPR,NPC2,NSDHL,PLEKHA1,RBP2,RETSAT,RXRA,SCARB1,SERPINA1,SREBF1,SULT1A1,VLDLR                                                                                                             |
| fatty acid metabolism                   | 4.13E-06 | -0.601               | ABCA12,ABCC6,ACACA,ACLY,ACOX1,AKR1B1,APOB,CANX,CD9,CERS5,CHKA,CYP3A4,CYP46A1,ELOVL4,FABP7,FASN,FDX1,HBP1,LEPR,MGLL,NPC2,PARK7,PK4,PRKAG2,PTGDS,PTGES3,RGN,RXRA,SCARB1,SLC13A3,SLC25A1,SLC25A17,SLCO2A1,SREBF1,VLDLR                                                      |
| steroid metabolism                      | 3.81E-06 | -0.581               | ACLY,APOB,CACNA1H,COMT,CYP39A1,CYP3A4,CYP46A1,ESR1,FDX1,GSTA1,LEPR,NSDHL,PLEKHA1,RXRA,SCARB1,SERPINA1,SREBF1,SULT1A1,VLDLR                                                                                                                                               |
| synthesis of steroid                    | 1.24E-03 | -0.542               | ACLY,AHR,APOB,ATP1A1,CACNA1H,CYP39A1,CYP46A1,ESR1,FDX1,GSTA1,IGFBP2,PRKAG2,SCARB1,SERPINA1,SREBF1                                                                                                                                                                        |
| accumulation of acylglycerol            | 4.35E-04 | 0.501                | ACACA,ADIPOR1,APOB,MGLL,PK4,SCARB1,SREBF1,TAS1R3,VLDLR                                                                                                                                                                                                                   |
| oxidation of lipid                      | 2.58E-03 | 0.496                | ACACA,ACOX1,ADIPOR1,ALDH1A2,C3,CYP3A4,FASN,PK4,PRKAG2,SCARB1,SLC25A17,SLCO2A1,SREBF1                                                                                                                                                                                     |
| concentration of sterol                 | 1.10E-03 | 0.409                | AHR,APOB,ATP1A1,CBS/CBSL,CHKA,CYP3A4,ESR1,FMO5,LEPR,MGLL,NPC2,RGN,RXRA,SCARB1,SREBF1,STEAP4,VLDLR                                                                                                                                                                        |
| synthesis of acylglycerol               | 1.83E-03 | 0.264                | C3,CREB3L3,DAGLA,FASN,PLCE1,RGN,SCARB1,SREBF1                                                                                                                                                                                                                            |
| synthesis of fatty acid                 | 6.58E-03 | -0.258               | ACACA,ACLY,AKR1B1,APOB,CYP3A4,ELOVL4,FASN,LEPR,NPC2,PARK7,PK4,PTGDS,PTGES3,RGN,RXRA,SREBF1                                                                                                                                                                               |
| accumulation of lipid                   | 2.92E-06 | -0.257               | ACACA,ACOX1,ADIPOR1,AHR,ALDH1L1,APOB,BCO1,CERS5,COL14A1,ELOVL4,FABP7,FASN,HEXA,LEPR,MGLL,NPC2,PK4,RETSAT,SCARB1,SREBF1,TAS1R3,VLDLR,YY1                                                                                                                                  |
| concentration of cholesterol            | 1.45E-03 | 0.255                | AHR,APOB,ATP1A1,CBS/CBSL,CYP3A4,ESR1,FMO5,LEPR,MGLL,NPC2,RGN,RXRA,SCARB1,SREBF1,STEAP4,VLDLR                                                                                                                                                                             |
| metabolism of acylglycerol              | 2.15E-04 | -0.237               | APOB,C3,CREB3L3,DAGLA,DGKZ,FASN,MGLL,PLCE1,RGN,SCARB1,SREBF1                                                                                                                                                                                                             |
| concentration of triacylglycerol        | 5.21E-06 | 0.228                | ACACA,ACLY,ADIPOR1,AKR1B1,APOB,ATP2A2,C3,CBS/CBSL,CHKA,CYP3A4,FASN,FMO5,HELZ2,LEPR,MGLL,PK4,RGN,RXRA,SCARB1,SREBF1,STEAP4,VLDLR                                                                                                                                          |

|                                                     |          |        |                                                                                                                          |
|-----------------------------------------------------|----------|--------|--------------------------------------------------------------------------------------------------------------------------|
| metabolism of cholesterol                           | 1.04E-06 | -0.226 | ACLY,APOB,CYP39A1,CYP46A1,FDX1,LEPR,NSDHL,RXRA,SCARB1,SERPINA1,SREBF1,VLDLR                                              |
| concentration of fatty acid                         | 1.91E-04 | 0.137  | ACACA,ACLY,AKR1B1,APOB,C3,CBS/CBSL,DAGLA,LEPR,LOC102724788/PRODH,MGLL,PDK4,PTGDS,PTGES3,RXRA,SCARB1,SLCO2A1,SREBF1,VLDLR |
| transport of lipid                                  | 4.70E-05 | -0.099 | ABCA12,ABCC6,APOB,CANX,CHKA,CYP3A4,CYP46A1,FABP7,HBP1,NPC2,SCARB1,SLC13A3,SLC25A1,SLC25A17,SLCO2A1,SREBF1,VLDLR          |
| accumulation of triacylglycerol                     | 1.30E-03 | 0.056  | ACACA,ADIPOR1,APOB,PDK4,SCARB1,SREBF1,TAS1R3,VLDLR                                                                       |
| flux of lipid                                       | 2.44E-03 | 0.005  | ABCA12,APOB,CANX,NPC2,SCARB1,SLC25A1,SLCO2A1,SREBF1,VLDLR                                                                |
| catabolism of terpenoid                             | 2.91E-06 |        | AHR,COMT,CYP39A1,CYP3A4,CYP46A1,SCARB1,VLDLR                                                                             |
| catabolism of steroid                               | 1.17E-05 |        | COMT,CYP39A1,CYP3A4,CYP46A1,SCARB1,VLDLR                                                                                 |
| catabolism of cholesterol                           | 4.49E-05 |        | CYP39A1,CYP46A1,SCARB1,VLDLR                                                                                             |
| conversion of malonyl-coenzyme A                    | 2.67E-04 |        | ACACA,FASN                                                                                                               |
| metabolism of acetyl-coenzyme A                     | 3.39E-04 |        | ACACA,ACLY,FASN                                                                                                          |
| metabolism of retinoid                              | 6.76E-04 |        | AHR,ALDH1A2,BCO1,CYP3A4,RBP2,RETSAT                                                                                      |
| synthesis of acyl-coenzyme A                        | 6.80E-04 |        | ACACA,ACLY,FASN,PDK4                                                                                                     |
| synthesis of myristic acid                          | 7.93E-04 |        | FASN,SREBF1                                                                                                              |
| concentration of malonyl-coenzyme A                 | 7.93E-04 |        | ACACA,ACLY,PDK4,SREBF1                                                                                                   |
| distribution of cholesterol                         | 8.57E-04 |        | ATP1A1,CBS/CBSL,SCARB1                                                                                                   |
| metabolism of estrogen                              | 9.20E-04 |        | COMT,CYP3A4,PLEKHA1,SULT1A1                                                                                              |
| conversion of cholesterol                           | 1.10E-03 |        | CYP3A4,CYP46A1,RXRA                                                                                                      |
| homeostasis of lipid                                | 1.27E-03 |        | ABCA12,ACACA,APOB,C3,CYP3A4,GOT1,LYST,MAT1A,NPC2,SCARB1,SREBF1                                                           |
| conversion of acyl-coenzyme A                       | 1.38E-03 |        | ACACA,ACLY,FASN                                                                                                          |
| synthesis of acetyl-coenzyme A                      | 1.38E-03 |        | ACLY,FASN,PDK4                                                                                                           |
| synthesis of malonyl-coenzyme A                     | 1.57E-03 |        | ACACA,FASN                                                                                                               |
| abnormal quantity of lipid                          | 1.85E-03 |        | ESR1,HELZ2,MRC1,NPC2,RBP2,RGN,SCARB1,SLCO2A1,STEAP4                                                                      |
| accumulation of asialo GM2 ganglioside              | 2.59E-03 |        | HEXA,NPC2                                                                                                                |
| sulfation of 2-hydroxyestradiol                     | 2.59E-03 |        | SULT1A1,SULT1A3/SULT1A4                                                                                                  |
| synthesis of palmitic acid                          | 3.47E-03 |        | ACACA,FASN,SREBF1                                                                                                        |
| mobilization of acylglycerol                        | 3.84E-03 |        | APOB,DAGLA                                                                                                               |
| sulfation of beta-estradiol                         | 3.84E-03 |        | SULT1A1,SULT1A3/SULT1A4                                                                                                  |
| uptake of phospholipid                              | 3.84E-03 |        | PEBP1,SCARB1                                                                                                             |
| catabolism of acylglycerol                          | 4.03E-03 |        | APOB,DAGLA,MGLL                                                                                                          |
| quantity of monounsaturated fatty acids             | 4.65E-03 |        | ACLY,SCARB1,SREBF1                                                                                                       |
| synthesis of sterol                                 | 5.23E-03 |        | ACLY,APOB,CYP46A1,PRKAG2,SERPINA1,SREBF1                                                                                 |
| concentration of 1,2-dipalmitoylphosphatidylcholine | 5.31E-03 |        | ACACA,FASN                                                                                                               |
| conversion of acetyl-coenzyme A                     | 5.31E-03 |        | ACACA,ACLY                                                                                                               |
| quantity of non-esterified fatty acid               | 6.82E-03 |        | AKR1B1,CBS/CBSL,MGLL                                                                                                     |
| accumulation of D-erythro-C16-ceramide              | 7.01E-03 |        | ALDH1L1,CERS5                                                                                                            |
| incorporation of glycosphingolipid                  | 7.01E-03 |        | ACLY,SCARB1                                                                                                              |
| synthesis of cholesterol                            | 7.74E-03 |        | ACLY,APOB,CYP46A1,SERPINA1,SREBF1                                                                                        |
| abnormal quantity of cholesterol                    | 8.55E-03 |        | ESR1,SCARB1,STEAP4                                                                                                       |
| secretion of cholesterol                            | 8.55E-03 |        | APOB,ESR1,SCARB1                                                                                                         |

<sup>1</sup> IPA® predicts upregulation (positive z-score) or downregulation (negative z-score) of biological functions.

<sup>2</sup> Gene names are reported as human orthologue gene symbols.

How the deposited data were processed for this re-analysis (not part of the article)

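RNA from livers of male zebrafish was measured in 4 groups of 6 libraries, 24 in all. F0 fish were fed the control or the high ARA diet from 27 days post fertilization (DPF), with 4 or 48 g of the ARA-rich oil per kg dry matter, and were mated at 97 DPF. F0 livers were sampled at 154 to 156 DPF. F1 fish received the control diet and were sampled at 140 to 142 DPF. Each library pooled 6 male livers of one tank.

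The authors sequenced single-end reads, mapped them untrimmed to GRCz10 with HISAT2 and deposited counts per gene from featureCounts, once for the Ensembl and once for the RefSeq annotation. According to the headers of the deposited tables, reads were counted without regard to strand, and reads that mapped to several places or overlapped several genes were left out. Overlapping and antisense genes and close paralogs are therefore uncertain. The deposited counts were not normalized and no gene had been removed, since both tables hold genes without any count. Each table has 36 count columns, of which 12 belong to samples not used here. The Ensembl table lists 32105 genes, of which 7010 had no count in the 24 libraries, and the RefSeq table lists 31084, of which 4572 had none. No DNA sequence of the genome was used.

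The total count per library was between 5144880 and 15659321 on Ensembl genes and between 4700962 and 14594002 on RefSeq genes. All F1 high ARA libraries had larger totals than all F1 control libraries. No pair of libraries differed by less than the sampling noise. Over the 276 pairs of libraries the smallest chi-square per degree of freedom was 7.36.

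Gene symbols were taken from a table of gene names and from the paper's supplementary tables, which named 26445 Ensembl and 24989 RefSeq genes. A total of 18483 genes could be joined between the annotations by symbol, of which 13570 shared their current symbol, 3755 were paired by the supplementary tables, 1012 by a synonym and 146 by a mixture of these. In the F1 comparison 205 of the 226 genes called in the Ensembl counts had a RefSeq partner.

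Groups were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test with robust estimation and TMM normalization. The SE given with a log2 fold change is its absolute value divided by the square root of the F statistic. It was thus derived from that test and not estimated apart from it. Each comparison was fitted on its own 12 libraries, because the paper's supplementary tables give a different mean count per gene for each comparison. The interaction of diet and generation was fitted on all 24 libraries. Genes with a mean count under 10 in the libraries of the fit were left out, following the filter that the paper names. P-values were adjusted after Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05 in both annotations with the same sign. This gave 11690 Ensembl genes to test in F1 and 12194 in F0. The paper used DESeq2, which was run here in version 1.42.0 as an alternative. Levels of single genes are CPM with TMM factors. Differences of a single gene or score between 6 and 6 libraries were tested with exact permutation tests in both directions over 924 assignments, on log2(CPM + 0.5) for genes, and the spread within groups with 100000 permutations. Principal components, list scores and the levels of list genes used log2 CPM with a prior count of 2. Gene sets were tested with camera at a preset correlation of 0.01 and with fry, both from limma 3.58.1, and surrogate variables were estimated with sva 3.50.0.

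Tests, designs, processing alternatives, marker lists and the rule for naming genes were fixed before the data were examined, apart from those described as chosen after seeing the data. Genes named here were taken from those that the results text, Fig 4 or Fig 5 names by symbol and, for each comparison and the interaction, the 3 called genes with the smallest Ensembl p-value among those with an assigned symbol. Genes of a marker list and single genes picked from a count are named outside this rule, after their values were seen. Marker lists were written for pancreas acinar cells, enterocytes, testis, erythrocytes, macrophages and leukocytes, the circadian clock, estrogen response, proliferation, sterol synthesis, fasting response and the unfolded protein response.

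The alternatives were DESeq2's Wald test without and with a normal prior on the fold change, RLE factors or library totals in place of TMM, other low-count filters, all 24 libraries in one fit, 1 surrogate variable, an offset for gene length, each annotation alone, the replicate number as a block, and each library left out in turn. The code was tested on simulated counts for 11532 genes with the means and totals of the F1 libraries, of which 200 were changed. The edgeR test recovered 78% of these, 66% of those changed by a log2 fold change of 1 and 90% of those changed by 2, and called 3 unchanged genes. DESeq2 with a normal prior recovered 83.5% and called 14 unchanged genes, and 3 genes where none had been changed, against 0 for edgeR.

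RT-qPCR, body mass and the tanks' other measures were not analysed here. Pathway scores of IPA were not recomputed. Several supplementary tables of the paper were at hand only in part, and no overlap or enrichment was tested on these.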

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

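The tests of vtg1, of testis transcripts and of the phase of the clock genes were chosen only after the results were seen.

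A library far from the other 5 of its group was found in 8 of the 166 groups of values examined, where chance alone gives about 8.3, so these libraries form no pattern beyond chance. In F0 control, replicate 7 had the highest testis score, 0.262 in mean log2 CPM, with the next library at -1.07, and replicate 8 the highest fasting response score, 6.573 beside 5.977. In F1 control, replicate 11 had the lowest macrophage and leukocyte score, 2.111 beside 2.659, replicate 9 had 33.65 CPM of *gclc* beside 22.9, and replicate 7 had 16.63 CPM of *sh3bgrl* beside 27.52. In F1 high ARA, replicate 18 had the lowest fasting response score, 5.118 beside 6.055, and the highest level of *glud1a*, 83.33 CPM beside 57.79. In F0 high ARA, replicate 15 had 18.67 CPM of *vtg5* beside 10.07. A trace of testis in F0 control replicate 7 would have to be small, since no transcript of the testis list passed 5.837 CPM in any library. No biological explanation was tested for these libraries, because the design gives none for a single tank.

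The effect of the parental diet in F1 differed from the effect of the diet in F0 for 11 genes by the interaction test, 7 with a larger and 4 with a smaller log2 fold change in F1. Only 1 of the 100 assignments of diet within each generation gave as many, the real one included, and 4 of the 99 others gave any call. The count depends on single libraries. It was 2 without F1 control replicate 12, and 15 without F0 control replicate 8. The 3 genes with the smallest p were *ccdc90b*, with a difference of 3.172 on the log2 scale (SE 0.552, adjusted p = 0.0222 from edgeR's quasi-likelihood test), *esr1*, with 2.756 (SE 0.52, adjusted p = 0.0418), and *sh3bgrl*, with -1.328 (SE 0.254, adjusted p = 0.0418). *ccdc90b* was a low transcript. It had 0 to 4 counts in the F1 control libraries and 9 to 27 in the F1 high ARA libraries, and 6 of 6 high ARA libraries lay above all controls. Its adjusted p was 0.05 or more in 4 of the 24 fits that left out one library, with 0.0689 without F1 control replicate 12. Those of *esr1* and *sh3bgrl* were so in 13 of the 24 fits each, with 0.0872 each without F1 high ARA replicate 17. With library totals in place of TMM the difference of *sh3bgrl* was -1.245 with an adjusted p of 0.0504, where DESeq2, RLE factors, the other filters, the surrogate variable, the length offset, the enterocyte covariate and the RefSeq counts gave from 0.00102 to 0.0433.

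For *esr1*, as for *vtg5* (difference of 2.43, adjusted p = 0.161), a female liver in one or a few pools was weighed against the parental diet. Female liver carries much vitellogenin mRNA of several genes, but *vtg1* did not exceed 0.7401 CPM in any library, and the higher level of *esr1* in F1 high ARA did not rest on 1 or 2 libraries, since 5 of 6 lay above all controls. This argues against females among the pooled fish. Library size differed between the F1 groups and not in the same way between the F0 groups, and age and generation differed together, so that neither is separated from the interaction by this test. The parental diet remains an open explanation for the 11 genes.

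Clock genes, which the paper does not discuss, were lower in F1 than in F0 on either diet. The median log2 fold change of the circadian clock list was -0.853 between the control groups (21 genes tested, 17 lower, fry adjusted p = 0.000128) and -0.574 between the high ARA groups (22 genes tested, 16 lower, fry adjusted p = 0.00107), adjusted over lists and comparisons. With library totals in place of TMM the medians were -0.936 and -0.555. Of these genes 9 and 12 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. *cry2* changed by -1.232 (SE 0.178) and -1.581 (SE 0.215), *tefa* by -1.5 (SE 0.196) and -1.416 (SE 0.208), and *per1a* by -1.732 (SE 0.255) and -1.02 (SE 0.312). Of the per, cry, nr1d, dbp, tef and ciart genes, 14 of 15 were lower in F1 control and 13 of 15 in F1 high ARA. The exceptions were *cry3a* in both comparisons and *cry1ab* in the high ARA groups, none with an adjusted p under 0.05. Genes of the opposite phase, *bmal1a* and *nfil3-5*, were higher in both comparisons, again with adjusted p above 0.05. Such a shift of genes with opposite phases may reflect a different time of day at which the generations were sampled. A difference of generation, age or rearing acting on the clock itself would look alike, and the 2 cannot be told apart here because each generation was sampled on its own days and the labels give no hour. Between the diet groups of one generation no clock gene had an adjusted p under 0.05.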

How the results depend on the processing

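The tests with the enterocyte score as a covariate, the separation and spread without genes that follow this score, DESeq2 on the genes of Tables 2 and 3, and the omission of single libraries for the ribosomal protein genes and the named genes were chosen only after the results were seen.

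More genes were called with DESeq2 than with edgeR in each comparison, and the cause was not tested. With DESeq2's Wald test 23 genes were called in F0 without a prior and 22 with a normal prior, against 0, while 471 and 465 genes were called in F1, against 162. It called 462 and 458 genes between the control groups, against 203, and 93 and 96 for the interaction, against 11. All genes called by edgeR in F1, between the control groups and for the interaction were among those of either DESeq2 fit. Between the high ARA groups the counts were 2118 and 2096, against 1778, with 1760 and 1754 genes shared. DESeq2 also made more calls on other splits of the same libraries. With the normal prior, 5 of 50 splits of the F0 libraries gave as many calls as the real one, itself included, and 25 of the 49 others gave some, at most 232. For F1 it was 1 of 50 splits, with at most 156 calls in another. With edgeR, all 100 splits of the F0 libraries gave as many calls as the real one, which gave 0 (906 Ensembl genes had an unadjusted p under 0.05), and 4 of the 99 others gave some. For F1, for the control groups and for the high ARA groups, 1 of 100 splits gave as many calls, the real one itself, and the largest count of another split was 2, 20 and 1.

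With all 24 libraries in one fit, 267 genes were called in F1 (127 of them among the 162) and 331 between the control groups (186 among the 203). One surrogate variable gave 894 genes between the high ARA groups, 842 of them among the 1778, and 19 for the interaction. RefSeq counts alone gave 17 for the interaction. With the enterocyte score as a covariate the count was 93 in F1 (75 among the 162), 1012 between the high ARA groups (965 among the 1778) and 19 for the interaction. The cause of these changes was not tested. RLE factors, filterByExpr, no low-count filter, a filter over all 24 libraries, the length offset, library totals and either annotation alone left the counts of the 4 group comparisons within 1.5 times the reported ones, and F0 at 0. The share of calls that were higher depended on scaling. Library totals moved the median log2 fold change of all genes in F1 to 0.128, and 70.1% of the F1 calls were then higher, against 50.6%. The interaction had 63.6% of its calls higher with TMM, 75% with totals and 77.8% without a low-count filter.

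Single libraries mattered. Leaving out one library at a time gave from 63 genes in F1 (without F1 control replicate 8, and as many without F1 high ARA replicate 17) to 226 (without F1 high ARA replicate 18) across 12 fits. Between the control groups it gave from 82 (without F1 control replicate 10) to 219 (without F1 control replicate 12), between the high ARA groups from 1207 to 1611, and for the interaction from 2 (without F1 control replicate 12) to 15 (without F0 control replicate 8) across 24 fits. In F0 the count was 0 in each of the 12 fits. These fits hold fewer samples, which alone lowers the power to call genes.

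The ribosomal protein genes had a median log2 fold change of -0.291 in F1, which stayed between -0.357 and -0.179 in all alternatives and between -0.33 and -0.23 with single libraries left out. Set tests differed. The decrease was past the threshold with the preset correlation and with fry, but not with camera when the correlation was estimated (median of -0.291, p = 0.149).

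In the principal component analysis, F0 control and F1 control were apart by 6.991 with all genes (exact permutation p = 0.013) and by 7.752 without genes that follow the enterocyte score (exact permutation p = 0.00216). F1 control and F0 high ARA were apart by 9.052 (exact permutation p = 0.00649) and 7.326 (exact permutation p = 0.00216). The difference between the F0 diet groups turned to 0.775 without the genes of that score (exact permutation p = 0.221). The range of the within-group spread was then 1.513 (permutation p = 0.647). The genes left out are those that follow a score which itself follows the first component, so that this lowers the variation by construction, and the cause of the changes was not tested. Other pairs of groups kept their side of the threshold and their direction in each alternative.

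The 2 intergenerational comparisons shared 215 genes with DESeq2 without a prior and 214 with it, or 8.389% and 8.445% of the genes called in any comparison, against 105 and 5.38%. F0 and F1 had 14 genes in common when F0 was taken at an unadjusted p under 0.05, and 0 otherwise. Both DESeq2 fits gave all 136 genes of Tables 2 and 3 an adjusted p under 0.05, against 51.

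Of 699 values of named genes under the alternatives, 610 kept their direction and side of the threshold, 51 were no longer past it, 35 came past it and 3 changed sign. *ahcy* and *oplah* went to 0.063 and 0.002 with library totals, and *oplah* to 0.024 with the enterocyte score. None of these differed from 0. DESeq2 accounts for 30 of the 35, and the covariate for 13 of the 51. The 4 genes measured by RT-qPCR kept their direction and their side of the threshold with RefSeq counts and with DESeq2 size factors.

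Samples of F0 and F1 share replicate numbers in the labels. In 4 of the 12 same-numbered pairs the deviations from the group means had a correlation over 0.1. The median was 0.068 against -0.026 for other pairs, and same-numbered pairs ran from -0.363 to 0.269. So few pairs with such a range cannot settle whether the numbers name related tanks, and a pairing was neither shown nor excluded. With the replicate block, 137 genes were called between the control groups, 1333 between the high ARA groups and 8 for the interaction, and 63 were called in both intergenerational comparisons. With the block, 4 of the 8 interaction genes were among the 11, and *ccdc90b*, *esr1* and *sh3bgrl* were not among the 8.

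With the totals of the F1 libraries, the simulated changes of a log2 fold change of 1 were called in 66% of cases, so that changes of this size can go uncalled.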

Differences from the paper's values

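The multiplication of counts by size factors, the omission of single libraries for named genes and the spread without genes that follow the enterocyte score were chosen only after the values were seen. All other alternatives named here were set before the data were examined.

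In F0 the paper gives 20 genes, while edgeR called 0 in both annotations. DESeq2's Wald test called 23 without a prior and 22 with a normal prior, and of the alternatives set before the data were examined only these 2 closed the gap. By annotation, the paper's S3 File gives 27 Ensembl and 39 RefSeq genes, against 0 and 0 with edgeR, 30 and 40 with DESeq2 without a prior, and 27 and 39 with the prior.

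In F1 the paper gives 470 genes, against 162 with edgeR. Again only DESeq2 closed the gap, with 471 genes without a prior and 465 with it. By annotation the paper's 605 Ensembl and 582 RefSeq genes stand against 226 and 209 with edgeR, and DESeq2 gave 610 and 588 without a prior and 606 and 583 with it.

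Between the control groups the paper gives 428 genes, against 203. DESeq2 gave 462 without a prior and 458 with it, which closed the gap. All 24 libraries in one fit narrowed it, with 331, so that the paper's count was within 1.5 times this one but still above it, and the other alternatives did not come within 1.5 times. By annotation the paper's 627 Ensembl and 562 RefSeq genes stand against 275 and 241, and DESeq2 gave 614 and 563 without a prior and 609 and 559 with it.

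The paper's p-value of *vtg5* in F0 is 0.01, against 0.0487 here. DESeq2 gave 0.00964 without a prior and 0.0107 with it, and no other alternative closed the gap. For *esr1* in F0 the paper's p-value is 0.02, against 0.00491 here. None of the alternatives set before the data were examined closed this gap, and the nearest was 0.00853 with library totals. DESeq2 gave 0.00215 without a prior and 0.00213 with it.

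The mean normalized read counts in Fig 1 of S2 File, read by eye, are about 200 in F1 control and about 1700 in F1 high ARA for *fasn*, against 363 and 945.7 here. For *vtg5* they are about 75 and about 500, against 125.8 and 289.7. For *cbsb* they are about 290 and about 1400, against 493.6 and 845.1, and for *mat1a* about 7500 and about 31000, against 12810 and 17950. DESeq2's size factors in place of TMM closed none of these gaps. RefSeq counts narrowed those of *fasn* in F1 control (268) and of *vtg5* in F1 high ARA (382.1) to within 1.5 times, and no others. Counts multiplied by the size factors instead of divided by them, a setting chosen after seeing the values, closed all 8 gaps, with 216.3 and 1732 for *fasn*, 73.51 and 497.4 for *vtg5*, 290.2 and 1439 for *cbsb* and 7596 and 31220 for *mat1a*.

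The paper gives *ncoa3* and *bbox1* as differentially expressed in F0, where neither was called by edgeR (adjusted p = 0.36 and 0.263), while both were called with DESeq2. In F1 the paper gives *fasn*, *fabp7a*, *prkcq*, *rxraa*, *rbp2b*, *aldh1a2*, *bco1*, *rdh1*, *mtr*, *gsta.1*, *glud1a* and *vtg5* as changed, where each had the paper's direction and an adjusted p above 0.05 with edgeR. Each was under 0.05 in the Ensembl counts with DESeq2 without and with a prior. *rdh1*, *mtr*, *gsta.1* and *glud1a* were also under it with all 24 libraries in one fit, as were, in settings chosen after seeing the values, *rdh1* without F1 high ARA replicate 14 (0.0379) and *gsta.1*, *glud1a* and *vtg5* without F1 high ARA replicate 18 (0.0424, 0.0221 and 0.0467). *pparaa* was under 0.05 with library totals and not with DESeq2. *msra*, *gart*, *gss* and *gpx1b*, drawn as changed in Fig 5, had the drawn direction and an adjusted p of 0.05 or more with edgeR and with DESeq2. *prmt1* and *cth* were under 0.05 in the Ensembl counts and not in the RefSeq counts. Both were called in both annotations with DESeq2 without and with a prior, and *prmt1* with RLE factors. In settings chosen after seeing the values, *prmt1* was also called without F1 control replicate 9 and without F1 high ARA replicate 13 or 18, and *cth* without F1 high ARA replicate 13 or 14. The paper describes the control groups of the 2 generations as apart, where the separation over the 500 most variable genes was 4.009 (exact permutation p = 0.104), and past the threshold with all genes. On the second component these groups were apart as the paper describes, with means of -9.11 in F0 control and 13.4 in F1 control (exact permutation p = 0.00216). The legend of Fig 2 gives the variation between replicates as similar among the groups, where the mean distance to the group centre ran from 20.2 in F1 high ARA to 33.5 in F0 control (permutation p = 0.00015). Without the genes that follow the enterocyte score, a setting chosen after seeing the values, it ran from 19.98 to 21.5 (permutation p = 0.647).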

Other observations

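All tests of list scores across the F0 libraries, of the phase of the clock genes, of the level of testis transcripts, of the enterocyte score and of DESeq2 splits were chosen only after the results were seen. The tests of library size, gene length, abundant genes, the F0 axis and the fry tests of lists were not.

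Variation between libraries of the same group followed the level of enterocyte transcripts. The first component of the 24 libraries, computed without the list genes, had a Pearson r of 0.944 and a Spearman rho of 0.929 with the enterocyte score (permutation p = 1e-05 for each, the smallest that 100000 permutations can give), 0.973 after each group was centred on its mean and 0.925 without the 2 libraries farthest from the median score. Of the 11 lists examined in this way, the macrophage and leukocyte list was next after centring, with 0.606. The score is the mean log2 CPM of the 7 matched genes of the list, of which 5 passed the filter in F1, and no gene stands in 2 lists. The most abundant, *fabp2*, ranged from 6.29 to 503 CPM between libraries, and *vil1* reached 156 CPM. None of the list genes is among those the paper names. The correlation with the first component is consistent with intestinal tissue attached to the liver in part of the pools, which is a hypothesis from the same libraries. A liver that itself expresses such transcripts to a varying degree was not tested. Leaving out the 175 of the 500 most variable genes that follow the score also took the range of the spread of the 4 groups to a permutation p of 0.647. Since the score follows the first component, this outcome was fixed by the choice of genes and says nothing about the source of the spread.

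The tests argue against enterocyte RNA as the cause of most F1 calls. Multiplying the slope of each gene on the score within the F0 groups by the F1 difference in score gave at least 0.5 of the F1 change for 2 of 159 called genes. The list itself had a median log2 fold change of -1.427 in F1 (5 of 5 genes lower, fry adjusted p = 0.326). With the score as a covariate 93 genes were called, of which 75 were among the 162, so that most of the 162 were no longer called. This loss was not particular to the score. With the score shuffled within each F1 group, which keeps its difference between the groups, a median of 58.5 genes were called over 100 draws (from 30 to 264), a median of 55 of them among the 162, and 26 of the 100 draws gave more than 93. For *bco1*, *scarb1*, *aldh1a2* and *gpx1b*, which followed the score within the F0 groups with r of 0.854, 0.922, 0.814 and 0.846, the same product gave 27%, 38%, 38% and 69% of the F1 change, at least 0.5 of it for 1 of the 4. For the 38 other named genes it was 1. The covariate took the log2 fold change of *bco1* from -1.975 to -0.673, that of *scarb1* from -1.647 to -1.11, that of *aldh1a2* from -1.236 to -1.051 and that of *gpx1b* from -0.928 to -0.302. Enterocyte RNA and an effect of the parental diet cannot be told apart for these 4 genes, because each estimate leaves part of the change in all 4, and the covariate itself differs between the F1 groups.

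Other technical explanations were weighed for the 162 genes called in F1. The F1 high ARA libraries were deeper than all F1 control libraries. With all 12 thinned to a total of 5144880, a median of 110 genes were called over the draws, against 95 when all were thinned by a common factor. The unequal number of reads as such therefore did not make the calls. Thinning leaves in place any technical difference that goes with the totals, so it cannot exclude one. Removing the trend on gene length left 151 genes. The 10 most abundant genes took 24.83% to 27.06% of the counts in F1 control and 22.75% to 25.9% in F1 high ARA, and without them 162 genes were called. The other list scores, treated as for enterocytes, gave at least 0.5 of the change for 0 genes with pancreas acinar cells, 0 with erythrocytes and 0 with macrophages and leukocytes, and the fry adjusted p of these lists in F1 were 0.452, 0.301 and 0.901. The highest level of a testis transcript in any library was 5.837 CPM. The genes of these lists varied together within the F0 groups, with a mean pairwise r of 0.764 for pancreas acinar cells, 0.792 for enterocytes, 0.416 for erythrocytes and 0.572 for macrophages and leukocytes. The clock list did not move in one direction in F1 (fry adjusted p = 0.901), and 0 of its 22 genes had an adjusted p under 0.05. The median absolute log2 fold change of these genes was 0.262, near the 0.196 of all genes tested and below the 0.972 of the called genes. Allowing for both directions, the fry p of the clock list adjusted over lists and comparisons was 0.207, where the unadjusted value was 0.0362. Of the per, cry, nr1d, dbp, tef and ciart genes 6 of 15 were lower in F1 high ARA, while *bmal1a* and *nfil3-5* were both lower. A phase score, the first group minus these 2, was higher by 0.979 in F1 high ARA and gave at least 0.5 of the change for 14 of the 159 called genes, where shuffled scores gave a median of 2 and exceeded 8.05 in 5% of draws. Such a count is far from most of the calls, but with a mean pairwise r of 0.201 within the F0 groups, at the limit of 0.2 set for this test, the score measures the phase poorly. The small changes of the clock genes go against time of day, while the count of 14 goes with it. Time of day therefore cannot be told apart from the parental diet. The fasting response list was higher in F1 high ARA in 9 of 10 genes with a median of 0.435 (fry adjusted p = 0.301). Its score gave at least 0.5 of the change for 1 of the 159 called genes, as shuffled scores did in the median, but the genes of this list varied little together within the F0 groups (mean pairwise r of 0.127), so that this test decides little and a difference in feeding state cannot be told apart from the parental diet either. The first component within the F0 groups had an absolute r of 0.313 across genes with the F1 log2 fold changes, between the values set for and against a shared axis, so this cannot be told apart either. The parental diet stays among the open explanations.

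Ribosomal protein genes were lower in F1 high ARA, and within either F1 group the deeper libraries tended to have less of these transcripts. Removing the trend on gene length left the median at -0.269. Within F1 control the level changed by -0.34 per doubling of the total (Pearson r = -0.849, Spearman rho = -0.943, exact permutation p = 0.0431, adjusted p = 0.172 over the 4 groups), and within F1 high ARA by -0.54 (exact permutation p = 0.39). In F0 control and F0 high ARA the slopes were 0.12 and -0.074. From the slopes of F1 control and F1 high ARA, the difference in mean log2 total of 0.698 would give -0.237 and -0.377, where -0.286 was found. The F0 slopes would give 0.084 and -0.052. A technical dependence on depth may account for the decrease in F1, and it cannot be told apart from the parental diet because the totals of the F1 groups do not overlap.

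Results of the remaining lists, adjusted over lists and comparisons, were as follows. The estrogen response list, of which *esr1* and *vtg5* passed the filter and are named by the paper, had a median log2 fold change of 1.445 in F1 (2 of 2 genes higher, fry adjusted p = 0.0594) and 1.917 between the high ARA groups (fry adjusted p = 0.0244). Unfolded protein response genes were higher in F1 high ARA in 12 of 13 cases with a median of 0.666 (fry adjusted p = 0.157), and between the high ARA groups they moved in both directions (mixed fry adjusted p = 0.00343). Sterol synthesis genes were higher in F1 high ARA in 11 of 12 cases with a median of 0.622 (fry adjusted p = 0.229). Proliferation genes, of which 3 passed the filter in F1, had a median of 0.016 (fry adjusted p = 0.901). Testis genes were too low for the test in F1, where 0 passed the filter. None of the lists passed 0.05 between the diet groups of one generation. The F1 medians of the lists kept their sign with RLE factors and with library totals, apart from macrophages and leukocytes, which went from -0.033 to 0.085 with totals.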
